# Loss of Human Beta Cell Identity in a Reconstructed Omental Stromal Cell Environment

**DOI:** 10.3390/cells11060924

**Published:** 2022-03-08

**Authors:** Blandine Secco, Kevin Saitoski, Karima Drareni, Antoine Soprani, Severine Pechberty, Latif Rachdi, Nicolas Venteclef, Raphaël Scharfmann

**Keywords:** EndoC-βH1, dedifferentiation, stromal cells, type 2 diabetes, adipose tissue, human pancreatic beta cells

## Abstract

In human type 2 diabetes, adipose tissue plays an important role in disturbing glucose homeostasis by secreting factors that affect the function of cells and tissues throughout the body, including insulin-producing pancreatic beta cells. We aimed here at studying the paracrine effect of stromal cells isolated from subcutaneous and omental adipose tissue on human beta cells. We developed an in vitro model wherein the functional human beta cell line EndoC-βH1 was treated with conditioned media from human adipose tissues. By using RNA-sequencing and western blotting, we determined that a conditioned medium derived from omental stromal cells stimulates several pathways, such as STAT, SMAD and RELA, in EndoC-βH1 cells. We also observed that upon treatment, the expression of beta cell markers decreased while dedifferentiation markers increased. Loss-of-function experiments that efficiently blocked specific signaling pathways did not reverse dedifferentiation, suggesting the implication of more than one pathway in this regulatory process. Taken together, we demonstrate that soluble factors derived from stromal cells isolated from human omental adipose tissue signal human beta cells and modulate their identity.

## 1. Introduction

The endocrine pancreas plays a crucial role in nutritional homeostasis through the synthesis and secretion of hormones by cells aggregated into islets of Langerhans. The islets of Langerhans are endocrine micro-organs implicated in glycemic regulation. They are dispersed in the pancreatic gland. Each islet (1000 in a mouse pancreas, 1 million in a human pancreas) contains five different cell subtypes: alpha-, beta-, delta-, PP- and epsilon-cells, which produce and secrete glucagon (GCG), insulin (INS), somatostatin (SST), pancreatic polypeptide (PPY) and ghrelin (GHRL), respectively. Diabetes is characterized by high blood glucose levels, which, in most cases, result from the inability of the pancreas to secrete sufficient amounts of insulin. Type 1 diabetes (T1D) is caused by the autoimmune-mediated destruction of insulin-producing beta-cells [1]. Type 2 diabetes (T2D) is a life-threatening metabolic disease currently attaining an epidemic scale. T2D develops when insulin-producing pancreatic beta cells fail to respond to the increasing insulin demand produced by peripheral insulin resistance in skeletal muscle and adipose tissue [2]. Although genetic and environmental factors contribute to the risk of developing T2D [3], the molecular basis of the disease is incompletely understood. More specifically, the fate of beta cells in T2D remains a matter of intense discussion [4]. While data are available that indicate that the insulin-positive cell mass is lower in the pancreas of deceased T2D people when compared to controls [5,6,7], the impact of decreased beta cell mass in type 2 diabetes remains debated [8], and more work needs to be done on that topic. While it has been proposed that the beta cell mass decreases in T2D patients due to premature programmed cell death [9,10], recent data challenge the beta cell death hypothesis. They suggest that beta cell dedifferentiation represents an alternative mechanism to explain the insufficient insulin production observed in type 2 diabetes [11,12]. This concept is now supported by experiments performed in a number of experimental models [13,14,15]. However, information on human beta cell dedifferentiation remains scarce, when compared to that obtained in mouse models [16,17]. We previously developed functional human beta cells lines [18,19] and used them to model human beta cell dedifferentiation under pathophysiological conditions [20,21]. 

In a number of pathophysiological contexts, adipose tissue has an important function in disturbing glucose homeostasis by secreting factors that affect the function of cells and tissues throughout the body, including beta cells [22,23]. In obesity, adipose tissue undergoes morphological and cellular changes, leading to adipocyte hypertrophy and adipose tissue inflammation, which represent hallmarks of maladaptive adipose tissue expansion in obesity [24]. This pathological expansion of adipose tissue is more often observed in visceral adipose tissue than in subcutaneous adipose tissue. Interestingly, adipose stromal cells from obese adipose tissue acquire an atypical (or inflamed) phenotype that propagates pathogenic signals to other organs, including the pancreas [25,26,27,28]. Indeed, pancreatic fat has been proposed to regulate insulin production and beta cell function [29,30]. However, the pathophysiological impacts and the cellular mechanisms by which adipose tissue impacts human beta cell fate are poorly understood [31]. In the present study, we have focused on the interactions between adipose tissue and human beta cells. We have reasoned that secreted signals derived from human adipose tissue might affect human beta cells. We demonstrate here that soluble factors derived from stromal cells isolated from human adipose tissue signal human beta cells through different pathways, such as STAT, SMAD and NFKB, previously shown to be involved in beta cell function [21,32,33,34,35]. We also observed that such soluble factors decrease the expression of beta cell-specific transcription factors, such as MAFA, PDX1 and NKX6-1 [36], while inducing at the same time the expression of progenitor markers such as SOX9 [37], suggesting a beta cell dedifferentiation process [20].

## 2. Materials and Methods

### 2.1. Culture of EndoC-βH1 Cells

Human pancreatic beta cell line EndoC-βH1 cells were cultured in low-glucose DMEM medium (5.6 mmol/L) (Thermo Fisher Scientific, Carlsbad, USA) supplemented with 2% BSA fraction V (Roche Diagnostics, Basel, Switzerland), 50 μM β-mercaptoethanol (Sigma-Aldrich, St. Louis, MO, USA), 10 mM nicotinamide (Calbiochem for Merck, Darmstadt, Germany), 5.5 μg/mL human transferrin (Sigma-Aldrich), 6.7 ng/mL selenite (Sigma-Aldrich), 100 U/mL penicillin and 100 μg/mL streptomycin (Thermo Fisher Scientific). Cells were seeded at 8.10^4^ cells/cm^2^ on plates coated with 1.2% Matrigel (Sigma-Aldrich) and 3 µg/mL fibronectin (Sigma-Aldrich). The cells were cultured at 37 °C and 5% CO_2_, and passaged once a week.

### 2.2. Isolation, Culture of Adipose-Derived Stromal Cells and Production of Conditioned Media (CM)

Fragments of subcutaneous and omental adipose tissue were obtained from obese patients undergoing bariatric surgery at Geoffroy Saint-Hilaire hospitals (n = 26, age = 40.8 ± 12.1 years, BMI: 43.1 ± 7.2 kg/m^2^). The clinical characteristics of patients are provided in Supplementary Table S1. The study was conducted in accordance with the Helsinki Declaration. The Ethics Committee of CPP Ile-de-France approved the clinical investigations for all individuals, and written informed consent was obtained from all individuals. 

Human adipose tissue fragments were minced and digested with collagenase type II (Sigma aldrich) for 1 h at 37 °C, centrifuged, incubated with red blood cells lysis buffer and filtered through a 70 µM filter before being plated. The cells were amplified in a medium composed of 50% Human Preadipocyte Growth Medium (Sigma Aldrich) and 50% high glucose (25 mmol/L) DMEM medium (Thermofisher Scientific) with 10% fetal bovine serum (EUROBIO, Courtaboeuf, France) for 4–6 days before being plated and used for experiments. Conditioned media were prepared from cells, and were cultivated until confluence in either the absence or presence of TNFα (1000 U/mL, R&D). Conditioned media were also prepared from adipose-derived stromal cells transformed into adipocytes. Then, confluent adipose-derived stromal cells were cultured for 4–5 days in an adipogenic cocktail medium composed of 50% Human Adipocyte Differentiation Medium (Sigma Aldrich) and 50% high-glucose (25 mmol/L) DMEM medium, 10% fetal bovine serum, insulin (830 nM, Sigma Aldrich), IBMX (0.5 µM, sigma Aldrich), Rosiglitazone (5 µM, Sigma Aldrich), and dexamethazone (1 µM, sigma Aldrich). The cells were then maintained for 2–3 days in the same medium lacking IBMX, rosiglitazone and dexamethazone. Once the cells reached the desired stage, they were washed twice with PBS and cultivated in EndoC-βH1 culture medium for 48 h for CM production, which were filtered and frozen. CM were used on EndoC-βH1 cells diluted by half in the absence or presence of TNFα (1.000 U/mL, R&D). The CM’s effect on EndoC-βH1 cells survival was measured by plating 3.5 × 10^5^ cells/well. After 48 h of treatment with CM diluted by half in the absence or presence of TNFα (1.000 U/mL, R&D), cell numbers were measured with an Invitrogen™ Countess™ 3 FL Automated Cell Counter (Thermofisher Scientific).

### 2.3. SiRNA Transfection

EndoC-βH1 cells were transfected as described [21] in OptiMEM using Lipofectamine RNAiMAX (Life Technologies, Carlsbad, USA) with siRNA SMARTpools (Horizon Discovery LTD, Cambridge, UK). The medium was replaced 2.5 h later with fresh culture medium and analyses were carried out 4 days post-transfection. We used control non-targeted siRNA (siCTRL, D-001810-01-20), and siRNA targeting STAT3 (siSTAT3) (M-003544-00-0005), STAT1 (siSTAT1) (M-003543-00-0005), IL6ST (siIL6ST) (M-003543-00-0005), SMAD2 (siSMAD2) (M-003561-01-0005), SMAD3 (siSMAD3) (M-020067-00-0005) and RELA (siRELA) (M-003533-00-0005) at the final concentration of 80 nM.

### 2.4. RNA Isolation, Reverse Transcription, and qPCR

An RNeasy Micro kit (Qiagen, Courtaboeuf, France) was used to extract total RNA [38]. A First-Strand cDNA kit (Thermo Fisher Scientific) was used to synthesize cDNA. RT-qPCR was performed using Power SYBR Green mix (Life Technologies), with a QuantStudio 3 analyzer (Thermo Fisher Scientific). Custom primers were designed with Primer-Blast online, and their efficiency and specificity were determined for each pair by RTqPCR on a serial dilution of cDNA samples. Relative quantification (2^−dCt^) was used to calculate the expression levels of each target gene, normalized to *CYCLOPHILIN-A* transcripts. The list of primers is presented in Supplementary Table S2.

### 2.5. Transcriptome Analysis

Total RNA was isolated using a RNeasy Micro kit (Qiagen, Hilden, Germany). The quality of the RNA was assessed by a bioanalyzer 2100 (Agilent, Santa Clara, CA, USA). In total, 100 ng of total RNA was used for each library. The RNA samples were processed with the TruSeq mRNA Standard kit (Illumina) according to manufacturer’s instructions. Libraries were sequenced with the NextSeq 500 on a High Output flow cell. In total, 38 ± 6 million read pairs were obtained for each sample. After sequencing, a primary analysis based on AOZAN software (ENS, Paris, France) [39] was applied to demultiplex and control the quality of the raw data (based on FastQC modules/version 0.11.5). Bioinformatic Alignment was performed with STAR Version 2.5.2b and Ensembl Homo GRCh38p12 release 93 as reference. Differential analysis was performed with R version 3.5.1 (2 July 2018). We used the standard DESeq2 normalization method (DESeq2′s median of ratios with the DESeq function), with pre-filtering of the reads and genes (reads uniquely mapped on the genome, or up to 10 different loci with a count adjustement, and genes with at least 10 reads in at least 3 different samples). Following the package recommendations, we used the Wald test with the contrast function and the Benjamini–Hochberg FDR control procedure to identify the differentially expressed genes. R scripts and parameters are available on GitHub (https://github.com/BSGenomique/genomic-rnaseq-pipeline/releases/tag/v1.0420), (accessed on 1 September 2021) RNAseq and raw data are available in the NCBI’s Gene Expression Omnibus (GEO) database (accession GSE184795).

The data were analyzed using several softwares, such as Biojupies created by the Ma’ayan laboratory and used to create the Heatmap and analysis pathways (https://amp.pharm.mssm.edu/biojupies/upload/table (accessed on 1 September 2021)) [40] and iDEP.91 established by Ge S.X et al. to confirm (http://bioinformatics.sdstate.edu/idep/ (accessed on 1 September 2021)) [41]. HeatMap illustrations of a set of genes selected on the RNAseq were performed on Morpheus (https://software.broadinstitute.org/morpheus/ (accessed on 1 September 2021)).

### 2.6. Immunoblotting

For immunoblot assays, the cells were lysed in RIPA buffer and sonicated. Equal amounts of protein (15 μg) were separated in 4–12% Bis-Tris gel (Thermo Fisher Scientific) and transferred onto a PVDF membrane using an iBLOT2 Dry Blotting System (Thermo Fisher Scientific). Membranes were blocked with 5% milk and immunoblotted with the following primary antibodies overnight at 4 °C: SOX9 (1/500; ab5535; Millipore), MAFA (1/500; Gift from A. Rezania, Betalogics), PDX1 (1/2000; [42]), ACTIN (1/2000; A5441, Sigma Aldrich), PSTAT3 (1/1.000; 9131, Cell signaling), STAT3 (1/1.000; 9139, Cell signaling), PSTAT1 (1/1000; 7649, Cell Signaling, Danvars, USA), STAT1 (1/1000; 9176, Cell signaling), PSMAD2/3 (1/1000; 8828, Cell signaling), RELA (1/250, sc8008, Santa Cruz Biotechnology). Species-specific HRP-linked secondary antibodies (Cell signaling) were used for detection after washing and visualization was performed on an ImageQuant LAS 4000 following ECL exposure (GE Healthcare, Velizy, France).

### 2.7. Glucose-Stimulated Insulin Secretion (GSIS)

EndoC-βH1 cells were seeded onto Matrigel/fibronectin-coated 12-well plates at 3.5 × 10^5^ cells/well. EndoC-βH1 cells were treated for 48 h with CM diluted by half in the absence or presence of TNFα (1.000 U/mL, R&D). Then, they were starved in DMEM (Thermo Fisher Scientific) containing 0.5 mM glucose for 24 h, washed twice and then preincubated in Krebs–Ringer bicarbonate Hepes buffer (KRBH) containing 0.2% BSA in the absence of glucose for 1 h. Insulin secretion was measured following a 60 min incubation with KRBH containing 0.2% BSA that contained varying glucose concentrations or KCl. For insulin content measurements, EndoC-βH1 cells were lysed in the culture wells in 50 mM Tris-HCl, pH 8.0, 150 mM sodium chloride, 1.0% Igepal CA-630 (NP-40), 0.5% sodium deoxycholate, 0.1% sodium dodecyl sulfate (Thermo Fisher Scientific), and anti-protease tablets (Roche) for 20 min on ice. Insulin secretion and content were measured by ELISA (Mercodia AB, Uppsala, Sweden).

### 2.8. Statistics

The graphs were constructed with Prism software (GraphPad). The results are presented as the mean ± SEM (Standard Error of the Mean). The number of experiments is indicated in the figure legends. Differences from control were evaluated using one-way ANOVA following by Dunnet’s multiple comparison test, or when the normality test was not passed a Kruskall–Wallis followed by Dunn’s multiple comparison test was used. For more than two groups, two-way ANOVA and a Bonferroni post-test was applied. A *p*-value less than 0.05 was considered significant.

## 3. Results

### 3.1. EndoC-βH1 Cells Are Sensitive to Conditioned Medium from Human Omental Stromal Cells

We first developed an assay to test the effects of soluble factors produced by adipose tissue-derived stromal cells on human beta cells (Figure 1a). We obtained human omental adipose tissue biopsies from morbidly obese candidates for bariatric surgery. We isolated and amplified stromal cells. They were cultured until confluence in the absence or presence of TNF-α to create a pro-inflammatory environment, or differentiated into adipocytes. Conditioned media (CM) were next prepared by incubating adipose tissue-derived cells for 48 h in EndoC-βH1 culture medium, and then filtered and frozen. Next, a human beta cell line EndoC-βH1 was cultured with omentum-derived CMs diluted by half for 48 h, and its effects on gene expression were quantified by RNA-sequencing. 

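RNA of EndoC-βH1 cells, a human beta cell line, was sequenced from 12 libraries, 3 in each of 4 groups: control medium (Ctrl), CM of omental stromal cells (CM-S), CM of stromal cells pretreated with 1000 U/mL TNF-α (CM-S/TNF-α) and CM of stromal cells differentiated into adipocytes (CM-AD). All cells were treated for 48 h, in the 3 CM groups with CM as 50% of the medium. The stromal cells of replicates 1, 2 and 3 came from the same 3 donors in the 3 CM groups, while the replicate number of a Ctrl library names no donor. The authors aligned the reads to GRCh38 with STAR, counted them per gene with RSEM and divided the counts by the size factors of DESeq2, so that the values analyzed here are normalized counts and not whole reads. The paper gives 38 ± 6 M (10 to the power of 6) read pairs sequenced per library, with no error named beside it and a general statement of mean ± SEM. The values here rest on counted reads, whose number, estimated from the smallest steps between low values, was 25.6 to 30.9 M in Ctrl (median 29.1), 24.7 to 30.0 M in CM-S (median 28.0), 28.5 to 40.6 M in CM-S/TNF-α (median 30.7) and 28.4 to 37.1 M in CM-AD (median 31.8). After normalization the libraries held a median of 30.6 M counts, with group medians of 30.6 M in Ctrl and CM-S, 29.3 M in CM-S/TNF-α and 31.0 M in CM-AD. Genes with at least 10 normalized counts in at least 3 of the 12 libraries were tested with limma on log2(value + 1), which left 16252 genes, and an adjusted p (Benjamini-Hochberg) under 0.05 was counted as a change. The log2 fold changes of genes with low values are therefore understated. Mitochondrial genes took 1.92% to 5.55% of the counts of a library. The first principal component, 23.2% of the variance, parted the CM-S and CM-S/TNF-α libraries, all above 0, from the Ctrl and CM-AD libraries, all below 0. The second, 19.0% of the variance, set the 4 libraries numbered 3, at -60.6 to -36.0, apart from the other 8, at 10.4 to 40.5.

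**Figure D1:**
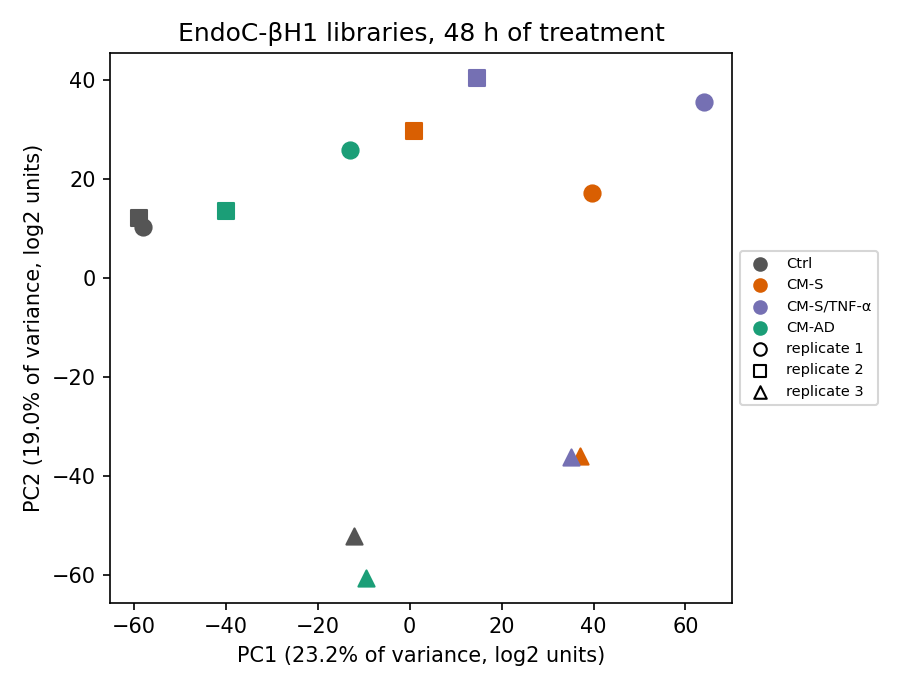
First and second principal components of log2(normalized counts + 1) in the 12 libraries, colored by medium, with a symbol for each replicate number. CM-S and CM-S/TNF-α lie to the right of Ctrl and CM-AD, and the libraries numbered 3 lie at the bottom, between -60.6 and -36.0.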

Around 1000 genes were differently expressed between the control conditions and treatment with CM by the stromal cells (1157 and 878 when stromal cells were pretreated or not with TNF-α respectively), and 141 genes were deregulated in EndoC-βH1 pretreated with CM from stromal cells differentiated into adipocytes. 

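CM of stromal cells changed more genes in EndoC-βH1 than CM of adipocytes did. Relative to Ctrl, 393 of 16252 genes changed with CM-S (239 higher, 154 lower), 613 with CM-S/TNF-α (353 higher, 260 lower) and 50 with CM-AD (37 higher, 13 lower), at an adjusted p under 0.05 from limma. SOCS3, a feedback inhibitor of cytokine signaling, rose with all 3 CM, from 2.94 ± 1.76 normalized counts (SD, n = 3) in Ctrl, a level near the floor, to 542 ± 296 with CM-S, 442 ± 56.6 with CM-S/TNF-α and 462 ± 196 with CM-AD. With both stromal CM, NTRK3, a neurotrophin receptor, rose by 3.78 and 4.58 on the log2 scale with CM-S and CM-S/TNF-α (adjusted p = 0.000482 and 9.24e-05). SPON1, a secreted protein of the extracellular matrix, fell in both (log2 fold change -3.08 and -3.54, adjusted p = 0.000418 and 9.24e-05). GRIN2A, a subunit of the NMDA receptor, fell with CM-S (-3.19, adjusted p = 0.00616), and DPP4, the peptidase that inactivates incretins, with CM-S/TNF-α (-2.43, adjusted p = 0.0238). With CM-AD, the rises included CPT1A, which brings fatty acids into mitochondria (2.27, adjusted p = 0.0244), and TXNIP, an inhibitor of thioredoxin (2.23, adjusted p = 0.00445). DPP4 lost its call with CM-S/TNF-α without Ctrl 1, 2 or 3 or CM-S/TNF-α 1 or 2 (adjusted p up to 0.131). Compared directly, CM-AD differed from CM-S in 43 genes (12 higher, 31 lower) and from CM-S/TNF-α in 186 genes (72 higher, 114 lower). With the stromal-cell donor as a block these were 519 genes (216 higher, 303 lower) and 927 genes (411 higher, 516 lower), and with the replicate number as a block 160 genes changed with CM-AD relative to Ctrl (119 higher, 41 lower). The replicate number as a block gave 1416 genes for CM-S and 1774 for CM-S/TNF-α relative to Ctrl. Between CM-S/TNF-α and CM-S limma called 0 genes, with or without the block, while 211 genes had an unadjusted p under 0.05. Single libraries moved the counts to 148 to 192 genes for CM-S without Ctrl 1, Ctrl 2, CM-S 1 or CM-S 3. They moved them to 203 to 378 genes for CM-S/TNF-α without Ctrl 1, Ctrl 2, CM-S/TNF-α 1 or CM-S/TNF-α 2, and 19 to 33 genes for CM-AD without any 1 of the Ctrl or CM-AD libraries. Fits with a library left out had no donor block. In them the direct count of 43 fell to 0 by limma without CM-S 1, CM-S 3, CM-AD 2 or CM-AD 3 and rose to 145 without CM-AD 1. That of 186 fell to 0 by limma without CM-S/TNF-α 1, to 19 without CM-AD 2 and to 41 without CM-AD 3, and rose to 268 without CM-AD 1. Without the 4 libraries numbered 3, a setting chosen after seeing the data, the counts were 249, 611 and 30 genes relative to Ctrl, and 2 and 36 genes for CM-AD relative to CM-S and CM-S/TNF-α.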

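Targets of IL-6 type cytokines shifted upward as a set with each CM. Of 20 measured feedback and target genes of IL-6 type cytokines through STAT3, 8 rose with CM-S, 9 with CM-S/TNF-α and 7 with CM-AD, and none fell at an adjusted p under 0.05 from limma (10, 10 and 10 higher and 1, 1 and 0 lower when adjusted over the list alone). By the block 10 rose and 2 fell with CM-S, 10 rose and 1 fell with CM-S/TNF-α, and 9 rose with CM-AD. Their median log2 fold changes were 0.55, 0.55 and 0.71 (camera, adjusted p = 1.18e-06, 5.02e-06 and 8.35e-20). The CM-S/TNF-α call was lost at an adjusted p = 0.0670 with an estimated correlation. The list holds STAT3 and IL6ST, which the study chose on these samples. It also holds SOCS3, JUNB, NFKBIZ, SBNO2 and PLOD2, which the paper names in its RT-qPCR and knockdown experiments. For these members the set is not independent evidence. FGL1, a secreted liver protein of the fibrinogen family, rose by 3.51, 3.63 and 5.05 (adjusted p = 0.0122, 0.00759 and 0.00445). NFKBIZ, a nuclear regulator of NF-κB target genes, rose by 1.84, 1.56 and 2.11 (adjusted p = 0.00512, 0.0104 and 0.00738). SBNO2, a transcriptional coregulator induced by IL-10 and IL-6, rose by 1.13, 1.11 and 1.20. JUNB, a subunit of AP-1, rose with the stromal CM only by this test (1.10 and 1.19, against 0.51 with CM-AD, adjusted p = 0.759). The direct difference between CM-AD and CM-S did not pass (-0.59, adjusted p = 0.207). Of 10 measured acute-phase genes, FGB, the fibrinogen beta chain, rose with CM-S (1.89, adjusted p = 0.0430) and CM-AD (3.41, adjusted p = 0.00517), and no gene of the list changed with CM-S/TNF-α. Adjusted over the list alone, 2, 0 and 3 were higher with the 3 CM, and 2, 1 and 2 were higher by the block. As a set they shifted upward with each CM (camera, adjusted p = 0.00429, 0.0485 and 4.59e-06), without the CM-S/TNF-α call at an adjusted p = 0.138 with an estimated correlation. Among 30 measured genes induced by type I interferons, SAMD9, an antiviral factor, rose with CM-S (0.68) and CM-S/TNF-α (0.67) and PARP9, a partner of the ubiquitin ligase DTX3L, with CM-AD (1.49). With p adjusted over the list alone, 6, 2 and 6 were higher. By the block 5, 5 and 6 were higher, and 1 was lower with each stromal CM. The set passed camera with CM-S (median 0.34, adjusted p = 0.0121) and CM-AD (median 0.27, adjusted p = 1.42e-06) but not with CM-S/TNF-α (adjusted p = 0.140). An adjusted p = 0.428 and 0.145 with an estimated correlation ended both calls. Of 15 genes of MHC class I and its peptide loading, NLRC5, their transcriptional activator, rose with CM-S (1.91, adjusted p = 0.0323) and no other gene passed with any CM (5, 0 and 3 higher when adjusted over the list alone, 6, 5 and 4 higher by the block). Their medians were 0.75, 0.52 and 0.84 (camera, adjusted p = 0.000112, 0.0138 and 2.15e-09). None of these calls held, at an adjusted p = 0.243, 0.476 and 0.0992 with an estimated correlation. Of 22 measured NF-κB targets, NFKBIB, an inhibitor of NF-κB, fell with CM-S/TNF-α (-0.65, adjusted p = 0.0387) and no other gene was called. When adjusted over the list alone, 2, 1 and 2 were higher and 1, 1 and 0 lower. By the block 2, 1 and 2 were higher, and 1 was lower with each stromal CM. That set shifted upward with CM-AD (median 0.20, camera, adjusted p = 0.000613) and did not pass with CM-S or CM-S/TNF-α (adjusted p = 0.198 and 0.520). FGL1 was close to the floor in Ctrl (3.11 ± 0.516 normalized counts), where its fold depends on the pseudocount. NFKBIZ lost its call with CM-S/TNF-α without CM-S/TNF-α 1 (adjusted p up to 0.0548). SBNO2 lost its call with CM-AD without CM-AD 1 (adjusted p up to 0.0527). FGB lost its call with CM-S without Ctrl 1, 2 or 3, CM-S 1, 2 or 3, CM-S/TNF-α 3 or CM-AD 1 (adjusted p up to 0.135). SAMD9 lost its call with CM-S without Ctrl 1 or 2, CM-S 1, 2 or 3, CM-S/TNF-α 1, 2 or 3 or CM-AD 2 (adjusted p up to 0.169) and with CM-S/TNF-α without Ctrl 1 or 2, CM-S 1, 2 or 3, CM-S/TNF-α 1, 2 or 3 or CM-AD 2 (adjusted p up to 0.149). PARP9 lost its call with CM-AD without Ctrl 1 or 2, CM-S 2, CM-S/TNF-α 2 or CM-AD 2 or 3 (adjusted p up to 0.183). NLRC5 lost its call with CM-S without Ctrl 1, 2 or 3 or CM-S 1 or 3 (adjusted p up to 0.134). NFKBIB lost its call with CM-S/TNF-α without Ctrl 1, 2 or 3, CM-S 2, CM-S/TNF-α 1, 2 or 3 or CM-AD 2 (adjusted p up to 0.180).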

The CM from omental stromal cells activated inflammatory pathways (Figure 1b) and up-regulated the STAT pathways (Figure 1c). As examples, the expressions of STAT1, STAT3, IL6ST and IL13RA1 were induced upon CM treatment (Figure 1c). 

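STAT3, IL6ST and IL13RA1 rose with both stromal CM, and STAT3 and IL6ST also rose with CM-AD. STAT3, the transcription factor that IL-6 type cytokines activate, lies on chromosome 17 from 42313324 to 42388568 (GRCh38). Its level rose from 2758 ± 62.9 normalized counts (SD, n = 3) in Ctrl to 5293 ± 539 with CM-S, 5532 ± 251 with CM-S/TNF-α and 6294 ± 273 with CM-AD, log2 fold changes of 0.94, 1.00 and 1.19 (standard error 0.11, adjusted p = 0.00106, 0.000507 and 0.000408 from limma). IL6ST, the shared signaling receptor of IL-6 type cytokines on chromosome 5 from 55935095 to 55994993, rose from 493 ± 137 to 1372 ± 181, 1374 ± 128 and 1315 ± 190 (2.83-fold, 2.84-fold and 2.71-fold, adjusted p = 0.00190, 0.00126 and 0.00738). IL13RA1, a receptor chain for IL-13 and IL-4, rose from 776 ± 210 to 1858 ± 516 with CM-S and 1709 ± 501 with CM-S/TNF-α (1.26 and 1.13, adjusted p = 0.0325 and 0.0421). With CM-AD it was at 2065 ± 664 (1.40, adjusted p = 0.0683, or 0.000254 with the replicate number as a block). Leaving out 1 library ended the call of IL13RA1 with CM-S (Ctrl 1 or 2 or CM-S 1 or 3, adjusted p up to 0.144) and with CM-S/TNF-α (Ctrl 1 or 2, CM-S 1, CM-S/TNF-α 1, 2 or 3 or CM-AD 1, adjusted p up to 0.170).

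**Figure D2:**
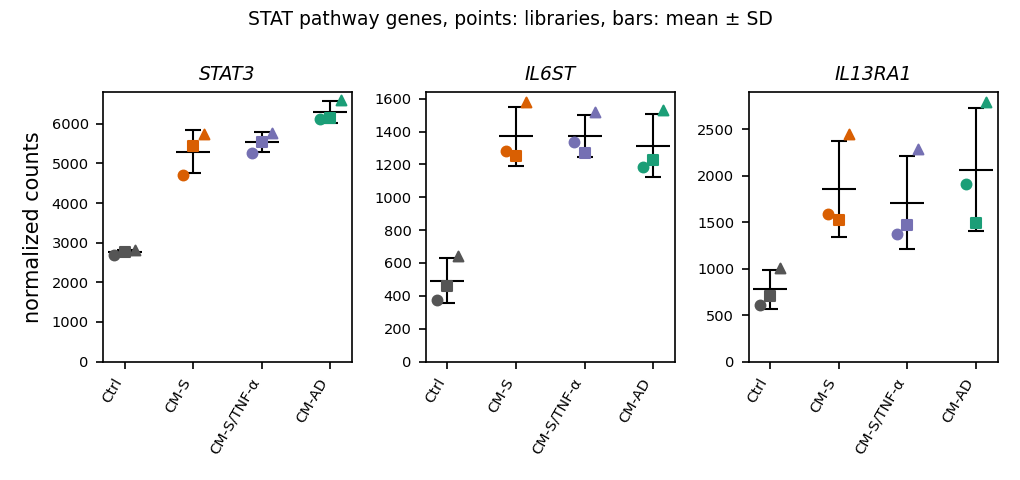
Normalized counts of STAT3, IL6ST and IL13RA1 in each library (points, a symbol for each replicate number) with the mean ± SD of 3 libraries per group. In all 3 genes each CM library lies above each Ctrl library.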

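Targets of TGF-β and activin shifted upward as a set with both stromal CM. Of 24 measured target and feedback genes of SMAD2/3, 7 rose with CM-S, 7 with CM-S/TNF-α and 2 with CM-AD, and none fell at an adjusted p under 0.05 from limma (9, 10 and 2 higher and 1, 3 and 0 lower when adjusted over the list alone). Their medians were 0.46, 0.68 and 0.08, and the set shifted upward with both stromal CM (camera, adjusted p = 8.53e-05 and 3.68e-05) but not past the threshold with CM-AD (adjusted p = 0.0566). For CM-AD it passed among genes with a mean of at least 50 (adjusted p = 0.0180) and without Ctrl 1, CM-S 2 or CM-AD 3 (adjusted p = 0.0354, 0.0435 and 0.0465). The list holds SMAD7, SMURF2 and SKIL, which the study chose on these samples, and is not independent evidence for them. BHLHE40, a circadian transcriptional repressor, rose by 3.63, 3.79 and 1.93 with the 3 CM (adjusted p = 0.000112, 4.33e-05 and 0.0142). KLF10, an early TGF-β response gene, rose by 1.65, 1.64 and 1.15 (adjusted p = 0.000695, 0.000518 and 0.0201). TGIF1, a corepressor of SMAD2, rose with CM-S and CM-S/TNF-α (1.58 and 1.41, adjusted p = 0.0266 and 0.0368). Compared directly, the SMAD2/3 targets were lower with CM-AD than with CM-S (median -0.36, camera, adjusted p = 0.000299) and than with CM-S/TNF-α (median -0.44, adjusted p = 8.45e-05). These calls were lost at an adjusted p = 0.0949 and 0.0661 with an estimated correlation. Single genes past the threshold were BHLHE40 against CM-S (-1.70, adjusted p = 0.0357), and BHLHE40 (-1.86, adjusted p = 0.0124) and SMAD7 against CM-S/TNF-α. With p adjusted over the list alone, 9 were lower in each comparison and 1 was higher against CM-S/TNF-α. With the stromal-cell donor as a block, 5 were lower than with CM-S, and 6 were lower and 1 was higher than with CM-S/TNF-α. Of 11 measured BMP targets, SMAD7 rose with both stromal CM and ID3, an inhibitor of helix-loop-helix factors, fell with CM-S/TNF-α (-1.85, adjusted p = 0.0249). When adjusted over the list alone, 3, 4 and 0 were higher and 3, 2 and 1 lower with the 3 CM. The BMP set did not pass with CM-S or CM-S/TNF-α (camera, adjusted p = 0.865 and 0.809, where the median of -0.17 and the mean of 0.26 differ in sign). It was lower with CM-AD (median -0.20, adjusted p = 0.0171, or adjusted p = 0.125 with an estimated correlation), where 1 gene was lower by the block and none without it. BHLHE40 lost its call with CM-AD without Ctrl 1 or 2 or CM-AD 1 (adjusted p up to 0.0797). KLF10 lost its call with CM-AD without Ctrl 1 or 3 or CM-AD 1 or 2 (adjusted p up to 0.120). ID3 lost its call with CM-S/TNF-α without Ctrl 1 or 2 or CM-S/TNF-α 1, 2 or 3 (adjusted p up to 0.116). The direct calls of BHLHE40 ended against CM-S (Ctrl 1, CM-S 1 or 3, CM-S/TNF-α 1, 2 or 3 or CM-AD 2 or 3, adjusted p up to 0.219) and CM-S/TNF-α (CM-S/TNF-α 1 or CM-AD 2 or 3, adjusted p up to 0.0940).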

The SMAD pathway was also induced by CM treatment, with differential effects of stromal- vs. adipocyte-derived CM. Indeed, stromal-derived CM and stromal/TNFα-derived CM induced the expressions of SMAD7, SMURF2, SKIL and BMPR2, which was not the case for adipocyte-derived CM (Figure 1d). 

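SMAD7, SMURF2, SKIL and BMPR2 all rose with CM-S and with CM-S/TNF-α, and none of them changed with CM-AD relative to Ctrl. SMAD7, the inhibitory SMAD that feeds back on TGF-β receptors, lies on chromosome 18 from 48919853 to 48952052 (GRCh38). Its level rose from 101 ± 7.50 normalized counts (SD, n = 3) in Ctrl to 857 ± 239 with CM-S and 1040 ± 221 with CM-S/TNF-α, log2 fold changes of 3.03 and 3.33 (standard error 0.43, adjusted p = 0.00267 and 0.00117 from limma). With CM-AD it was at 230 ± 194 (0.87, adjusted p = 1), with 454 in CM-AD 1 and 114 and 121 in CM-AD 2 and 3. SMURF2, a ubiquitin ligase that acts on SMAD proteins and TGF-β receptors, rose from 616 ± 49.7 to 969 ± 24.1 and 956 ± 96.5 (0.66 and 0.63, adjusted p = 0.0284 and 0.0263). It was at 730 ± 33.6 with CM-AD (0.25, adjusted p = 1). SKIL, a SMAD corepressor, rose from 973 ± 214 to 2530 ± 546 and 2468 ± 672 (1.37 and 1.33, adjusted p = 0.0487 and 0.0437). Its CM-AD level was 1218 ± 726 (0.19, adjusted p = 1). BMPR2, the type 2 BMP receptor on chromosome 2 from 202376936 to 202567751, rose from 1405 ± 170 to 3063 ± 714 and 2902 ± 173 (1.10 and 1.05, adjusted p = 0.0116 and 0.0116). With CM-AD BMPR2 was at 1506 ± 384 (0.08, adjusted p = 1). Compared directly, CM-AD gave less SMAD7 (-2.47, adjusted p = 0.0175) and less BMPR2 (-0.98, adjusted p = 0.0367) than CM-S/TNF-α. Against CM-S the differences in SMAD7 (-2.17), BMPR2 (-1.03) and SKIL (-1.18) had an adjusted p = 0.0590, 0.0576 and 0.176, or 0.00946, 0.0251 and 0.0249 with the stromal-cell donor as a block. The block also called SKIL against CM-S/TNF-α (-1.14, adjusted p = 0.138, or 0.0200 by the block). SMURF2 did not differ past the threshold between CM-AD and CM-S (-0.41, adjusted p = 0.302) or CM-S/TNF-α (-0.38, adjusted p = 0.275). The study chose these 4 genes on these samples, so that their count (4, 4 and 0 higher with the 3 CM, the same numbers when adjusted over the list alone) is not independent evidence. As a set they passed camera with CM-S (adjusted p = 2.45e-06) and CM-S/TNF-α (adjusted p = 9.06e-06, or adjusted p = 0.0670 with an estimated correlation) but not with CM-AD (adjusted p = 0.0566). Leaving out 1 library ended the CM-S calls of SMURF2 (Ctrl 1, 2 or 3 or CM-S 1, 2 or 3, adjusted p up to 0.115), SKIL (Ctrl 1, 2 or 3, CM-S 1 or 3 or CM-S/TNF-α 1, 2 or 3, adjusted p up to 0.177) and BMPR2 (Ctrl 1 or 2 or CM-S 1 or 3, adjusted p up to 0.0599). The CM-S/TNF-α calls ended the same way for SMURF2 (Ctrl 2 or 3 or CM-S/TNF-α 1, 2 or 3, adjusted p up to 0.108), SKIL (Ctrl 1, 2 or 3, CM-S 1 or 3 or CM-S/TNF-α 1, 2 or 3, adjusted p up to 0.223) and BMPR2 (Ctrl 1 or 2 or CM-S/TNF-α 1, adjusted p up to 0.0612). So did the direct calls against CM-S/TNF-α of SMAD7 (CM-S/TNF-α 1 or CM-AD 2 or 3, adjusted p up to 0.123) and BMPR2 (Ctrl 1 or 2, CM-S 1, CM-S/TNF-α 1, 2 or 3 or CM-AD 2 or 3, adjusted p up to 0.178).

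**Figure D3:**
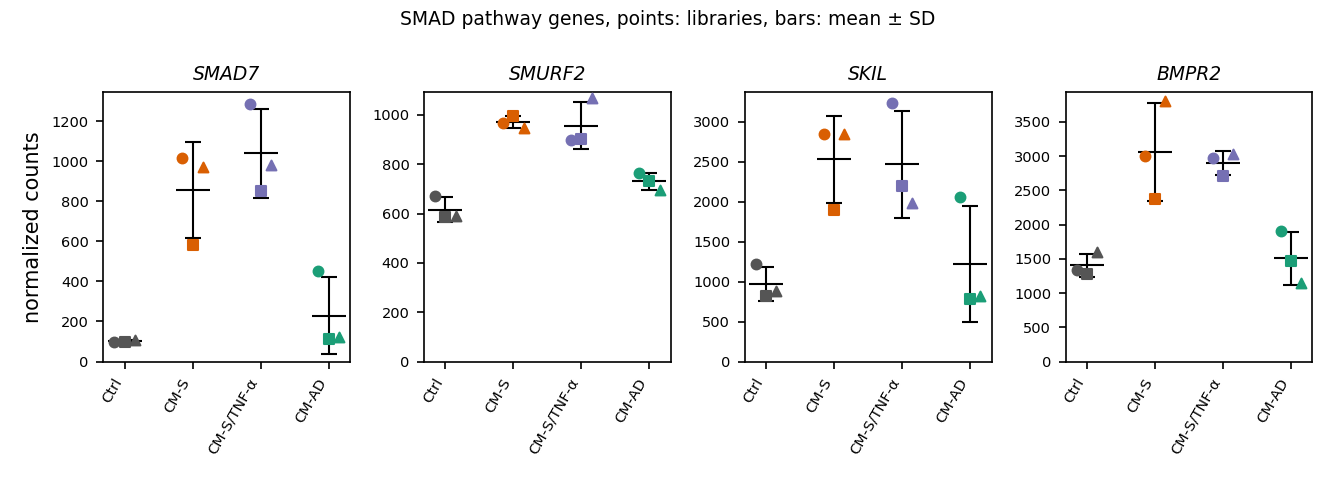
Normalized counts of SMAD7, SMURF2, SKIL and BMPR2 in each library (points, a symbol for each replicate number) with the mean ± SD of 3 libraries per group. The CM-S and CM-S/TNF-α libraries lie above Ctrl in all 4 genes, and CM-AD 1 has the highest value of its group in each.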

We also noted a sharp decrease in the expressions of many genes involved in lipogenesis and cholesterol synthesis upon treatment with CM from omental-derived cells (Figure 1b,e). 

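Enzymes of cholesterol synthesis shifted downward as a set with each of the 3 CM. The paper reports lower lipogenesis and cholesterol genes from these same libraries, so that the set tests are not independent evidence. Of 22 enzymes, 13 fell with CM-S, 13 with CM-S/TNF-α and 8 with CM-AD, and none rose at an adjusted p under 0.05 from limma (20, 19 and 18 lower when adjusted over the list alone). By the block 18 fell with CM-S, 18 with CM-S/TNF-α and 14 with CM-AD. Their median log2 fold changes were -0.78, -0.82 and -0.74 (camera, adjusted p = 3.27e-21, 2.52e-20 and 1.22e-30), and the calls held with an estimated correlation. HMGCS1, which makes HMG-CoA and lies on chromosome 5 from 43289395 to 43313512 (GRCh38), fell from 28390 ± 639 normalized counts (SD, n = 3) to 12220 ± 565 with CM-S, 10946 ± 1100 with CM-S/TNF-α and 13590 ± 1535 with CM-AD (log2 fold changes -1.22, -1.38 and -1.07, standard error 0.12, adjusted p = 0.000364, 9.24e-05 and 0.00152). MVD, which makes isopentenyl diphosphate, fell with each CM (-1.61, -1.68 and -1.25), as did DHCR7, the last enzyme of the path through 7-dehydrocholesterol (-1.09, -1.33 and -0.94). MVD lost its call with CM-AD without Ctrl 1 or CM-AD 1 or 3 (adjusted p up to 0.0797). DHCR7 lost its call with CM-AD without Ctrl 1, 2 or 3 or CM-AD 1 or 3 (adjusted p up to 0.166). INSIG1 lost its call with CM-AD without Ctrl 1 or 3 or CM-AD 1 or 2 (adjusted p up to 0.106). Of 17 genes of SREBP regulation and sterol uptake, 3, 4 and 1 fell with the 3 CM (5 lower with each, and 1 higher with CM-S/TNF-α, when adjusted over the list alone). By the block 3, 4 and 3 fell with the 3 CM, and 1 rose with each stromal CM. Their medians were -0.16, -0.15 and -0.32 (camera, adjusted p = 0.0121, 0.0356 and 2.78e-07). For CM-S and CM-S/TNF-α these calls were lost at an adjusted p = 0.102 and 0.148 with an estimated correlation. INSIG1, which retains SREBP in the endoplasmic reticulum, fell with each CM (-1.13, -1.14 and -1.19, adjusted p = 0.00571, 0.00440 and 0.0151). Of 23 genes of fatty acid synthesis, 5, 7 and 3 fell with the 3 CM and none rose (10, 12 and 6 lower when adjusted over the list alone). By the block 9, 11 and 4 were lower, and 1 was higher with each stromal CM. The set fell with each CM (medians -0.35, -0.42 and -0.20, camera, adjusted p = 6.90e-05, 9.61e-05 and 5.20e-07), with an adjusted p = 0.0670 with an estimated correlation for CM-S/TNF-α. FASN, fatty acid synthase on chromosome 17 from 82078333 to 82098332, fell with each CM (-1.07, -1.17 and -0.93, adjusted p = 0.00280, 0.00121 and 0.0201). Leaving out 1 library ended its CM-AD call (Ctrl 1 or 2 or CM-AD 1 or 3, adjusted p up to 0.114). Genes of triglyceride and phospholipid synthesis, 16 measured, moved both ways and did not pass as a set (camera, adjusted p = 0.654, 0.720 and 0.723). PEMT, which methylates phosphatidylethanolamine, rose with the stromal CM (1.55 and 1.62), while PCYT2, of phosphatidylethanolamine synthesis (-1.26 and -1.36), and GPAT4, a glycerol-phosphate acyltransferase (-0.63 and -0.70), fell. AGPAT2, the next acyltransferase, rose with CM-S/TNF-α (0.59), and LPIN1, a phosphatidate phosphatase, fell with CM-AD (-0.89). Adjusted over the list alone, 2 were higher with both stromal CM and 1 with CM-AD, and 2, 3 and 2 were lower. By the block 1 was also higher with CM-AD. Of 19 measured genes of fatty acid oxidation, CPT1A rose with CM-S (2.10) and CM-S/TNF-α (1.93) as with CM-AD, while HADH, ETFDH, which passes electrons to ubiquinone (-1.02 and -0.98), and PPARA, a nuclear receptor that activates this path (-0.73 and -0.63), fell with the stromal CM. With p adjusted over the list alone, 5, 4 and 0 were lower and 1 was higher with each CM. That set was lower with CM-S (camera, adjusted p = 0.0408, or adjusted p = 0.202 with an estimated correlation) and did not pass with CM-S/TNF-α or CM-AD (adjusted p = 0.158 and 0.851). GPAT4 lost its call with CM-S without Ctrl 1 or 2 or CM-S 1, 2 or 3 (adjusted p up to 0.125) and with CM-S/TNF-α without Ctrl 1 or CM-S/TNF-α 1 (adjusted p up to 0.0692). AGPAT2 lost its call with CM-S/TNF-α without Ctrl 1, 2 or 3 or CM-S/TNF-α 1 or 3 (adjusted p up to 0.110). LPIN1 lost its call with CM-AD without Ctrl 1, 2 or 3, CM-S 1, CM-S/TNF-α 1, 2 or 3 or CM-AD 1, 2 or 3 (adjusted p up to 0.221). CPT1A lost its call with CM-S without Ctrl 2 or CM-S 3 (adjusted p up to 0.0587), with CM-S/TNF-α without Ctrl 2 or CM-S/TNF-α 2 (adjusted p up to 0.0667) and with CM-AD without Ctrl 1, 2 or 3 or CM-AD 1 or 2 (adjusted p up to 0.137). ETFDH lost its call with CM-S without Ctrl 1 or 2, CM-S 1 or 3 or CM-S/TNF-α 1 (adjusted p up to 0.153) and with CM-S/TNF-α without Ctrl 1 or 2 or CM-S/TNF-α 1, 2 or 3 (adjusted p up to 0.142). PPARA lost its call with CM-S without Ctrl 2 or CM-S 1 or 3 (adjusted p up to 0.0844) and with CM-S/TNF-α without Ctrl 2 or 3 or CM-S/TNF-α 1 or 2 (adjusted p up to 0.136).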

Finally, many beta cell-specific genes were down-regulated upon CM treatment. This was, for example, the case for transcription factors such as *NKX6-3, NKX6-1, MAFA, PDX1* and *MNX1*. It was also the case for the RNA-encoding proteins implicated in insulin secretion, such as *CHGA, GCK, SCG5* and *SCGN,* or metabolic enzymes such as *AACS, ENO2,* and *HADH* (Figure 1f) [43,44,45,46,47,48]. 

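Some transcription factors of beta cells fell with the stromal CM, and no change of the insulin gene passed the test over all genes. Of 21 measured transcription factors of beta cells and their precursors, 5 fell and 1 rose with CM-S, 5 fell and 1 rose with CM-S/TNF-α, and none changed with CM-AD, at an adjusted p under 0.05 from limma. When adjusted over the list alone, 9, 10 and 0 were lower and 3, 3 and 0 higher. The 5 that fell are the factors that the paper names, and the 1 that rose was PAX4, a repressor of endocrine precursors (2.81 and 3.14, adjusted p = 0.00344 and 0.00138, against 0.04 with CM-AD). The set was lower with each CM (medians -0.20, -0.37 and -0.19, camera, adjusted p = 0.0121, 0.00569 and 0.00432). All 3 calls were lost at an adjusted p = 0.243, 0.213 and 0.189 with an estimated correlation. Without Ctrl 1 the set did not pass with CM-S or CM-AD (adjusted p = 0.0800 and 0.108), nor without CM-AD 3 with CM-AD (adjusted p = 0.224). Of 39 measured genes of insulin processing and secretion, 1 fell with CM-S, 4 with CM-S/TNF-α and none with CM-AD. Adjusted over the list alone, 5, 8 and 0 were lower and 4, 3 and 0 higher, and 2 were higher with CM-AD by the block. CACNA1A, a calcium channel subunit, fell with CM-S/TNF-α (-0.76, adjusted p = 0.0105), and GIPR, the receptor of the incretin GIP, rose with CM-S (1.22) and CM-S/TNF-α (1.15). That set was lower with CM-S/TNF-α (median -0.15, camera, adjusted p = 0.0351, or adjusted p = 0.217 with an estimated correlation) and did not pass with CM-S or CM-AD (adjusted p = 0.221 and 0.729). INS was at 576389 ± 182953 normalized counts (SD, n = 3) in Ctrl and 464193 ± 47273, 525177 ± 187979 and 520606 ± 190466 with the 3 CM (-0.27, -0.15 and -0.16, adjusted p = 0.737, 0.849 and 1). The decrease of INS that the paper reports by RT-qPCR is of its pre-mRNA, another measure than these counts. Among 13 markers of progenitors or dedifferentiation, MYC, a driver of proliferation, rose with CM-S (3.12, adjusted p = 0.00966) and CM-S/TNF-α (3.23, adjusted p = 0.00593), and HES1, a target of Notch, rose with CM-S/TNF-α (2.52, adjusted p = 0.0369). With p adjusted over the list alone, 1, 2 and 1 were higher with the 3 CM. Relative to Ctrl the set passed with CM-AD and not with CM-S or CM-S/TNF-α (medians 0.15, 0.15 and 0.31, camera, adjusted p = 0.187, 0.199 and 0.0306), a call lost at an adjusted p = 0.0984 with an estimated correlation and at 0.0635 by the block, which called 2 of its genes. Compared directly, it did not differ past the threshold between CM-AD and CM-S or CM-S/TNF-α (adjusted p = 0.991 and 0.868). Of 14 Notch receptors, ligands and targets, HES1 and HES6, a neural and endocrine relative of HES1 (1.41, adjusted p = 0.0326), rose with CM-S/TNF-α (2 higher when adjusted over the list alone too). The set did not pass with any CM (adjusted p = 0.314, 0.249 and 0.841), and 1 gene was lower with CM-AD by the block. Hormones and factors of other islet cells, 8 measured, had no rise called without the block, and IRX2, a factor of alpha cells, fell with CM-S (-1.03) and CM-S/TNF-α (-1.05). By the block 1 was higher and 3 were lower with CM-S, and 3 were lower with CM-S/TNF-α. When adjusted over the list alone, 3, 2 and 0 were lower. Their medians were -1.02, -1.13 and -0.18 (camera, adjusted p = 0.0408, 0.0356 and 0.592), and both stromal calls were lost at an adjusted p = 0.232 and 0.207 with an estimated correlation. The 6 markers of duct and acinar cells had no call with any CM without the block (camera, adjusted p = 0.856, 0.972 and 0.330 as a set). With CM-S/TNF-α 1 was lower when adjusted over the list alone, and 1 was higher by the block. CACNA1A lost its call with CM-S/TNF-α without Ctrl 1 or CM-S/TNF-α 1 (adjusted p up to 0.0596). GIPR lost its call with CM-S without Ctrl 1, 2 or 3, CM-S 1, 2 or 3, CM-S/TNF-α 1, 2 or 3 or CM-AD 2 (adjusted p up to 0.154). MYC lost its call with CM-S without CM-S 1 (adjusted p up to 0.0542). HES1 lost its call with CM-S/TNF-α without Ctrl 1 or 2, CM-S 3, CM-S/TNF-α 1 or 2 or CM-AD 2 (adjusted p up to 0.191). HES6 lost its call with CM-S/TNF-α without Ctrl 1, 2 or 3 or CM-S/TNF-α 1 or 3 (adjusted p up to 0.178). IRX2 lost its call with CM-S without Ctrl 1 or 2 or CM-S 1 or 3 (adjusted p up to 0.0697) and with CM-S/TNF-α without Ctrl 1 or CM-S/TNF-α 1 (adjusted p up to 0.0578).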

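All 5 transcription factors fell with CM-S and with CM-S/TNF-α, and none passed the test with CM-AD relative to Ctrl. By RT-qPCR on more samples the paper reports lower MAFA, NKX6-1 and PDX1 with omental CM, that of adipocytes included. A missing call in 3 libraries per group does not contradict this. NKX6-3, a homeobox factor of the NKX6 family on chromosome 8 from 41645178 to 41650669 (GRCh38), fell from 8180 ± 4400 normalized counts (SD, n = 3) in Ctrl to 1135 ± 814 with CM-S and 788 ± 346 with CM-S/TNF-α, log2 fold changes of -2.89 and -3.26 (standard error 0.55, adjusted p = 0.0146 and 0.00561 from limma). MAFA, an activator of the insulin gene on chromosome 8 from 143419182 to 143430406, fell from 3314 ± 778 to 863 ± 379 and 705 ± 213 (-2.01 and -2.25, standard error 0.32, adjusted p = 0.00515 and 0.00193). NKX6-1, which maintains beta cell identity, fell from 4052 ± 1016 to 1004 ± 619 and 815 ± 536 (-2.19 and -2.50, standard error 0.53, adjusted p = 0.0483 and 0.0197). PDX1, required for pancreas development and insulin transcription, fell from 14567 ± 2733 to 8001 ± 1845 and 6806 ± 1136 (-0.87 and -1.09, adjusted p = 0.0396 and 0.00964). MNX1, a homeobox factor of beta cell development, fell from 3142 ± 529 to 1847 ± 312 and 1891 ± 158 (-0.77 and -0.72, adjusted p = 0.0402 and 0.0413). With CM-AD their log2 fold changes lay between -0.97 (NKX6-1) and -0.44 (MNX1), with an adjusted p of at least 0.950. Compared directly, NKX6-3 and MAFA were higher with CM-AD than with CM-S/TNF-α (2.57 and 1.65, adjusted p = 0.0441 and 0.0274). Against CM-S the differences in NKX6-3 (2.20), MAFA (1.41) and NKX6-1 (1.23) had an adjusted p = 0.127, 0.0906 and 0.462, or 0.00129, 0.00693 and 0.00439 with the stromal-cell donor as a block. The block also called NKX6-1 (1.53, adjusted p = 0.230, or 0.000974 by the block) and PDX1 (0.61, adjusted p = 0.208, or 0.0391 by the block) against CM-S/TNF-α. Chosen by the study on these samples, the 5 genes are not independent evidence of their direction (5, 5 and 0 lower with the 3 CM, the same numbers when adjusted over the list alone). As a set they were lower with each CM (camera, adjusted p = 2.32e-06, 2.14e-06 and 0.000874), and lost these calls at an adjusted p = 0.0602, 0.0761 and 0.145 with an estimated correlation. Leaving out 1 library ended the CM-S calls of NKX6-3 (Ctrl 1 or 2 or CM-S 1 or 3, adjusted p up to 0.0815) and NKX6-1 (Ctrl 1, 2 or 3, CM-S 1 or 2, CM-S/TNF-α 2 or CM-AD 2, adjusted p up to 0.190). Likewise it ended those of PDX1 (Ctrl 1 or 2, CM-S 1 or 3, CM-S/TNF-α 3 or CM-AD 1, adjusted p up to 0.165) and MNX1 (Ctrl 1 or 2, CM-S 1 or 3 or CM-S/TNF-α 1, 2 or 3, adjusted p up to 0.171). With CM-S/TNF-α it ended those of NKX6-1 (Ctrl 1, 2 or 3 or CM-S/TNF-α 1 or 2, adjusted p up to 0.111), PDX1 (Ctrl 1 or 2 or CM-S/TNF-α 1, adjusted p up to 0.0636) and MNX1 (Ctrl 1 or 2, CM-S 3, CM-S/TNF-α 1, 2 or 3 or CM-AD 1, adjusted p up to 0.191). Against CM-S/TNF-α it ended the direct calls of NKX6-3 (Ctrl 1 or 2, CM-S 1, CM-S/TNF-α 1, 2 or 3 or CM-AD 1, 2 or 3, adjusted p up to 0.232) and MAFA (CM-S/TNF-α 1 or 2 or CM-AD 2 or 3, adjusted p up to 0.166).

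**Figure D4:**
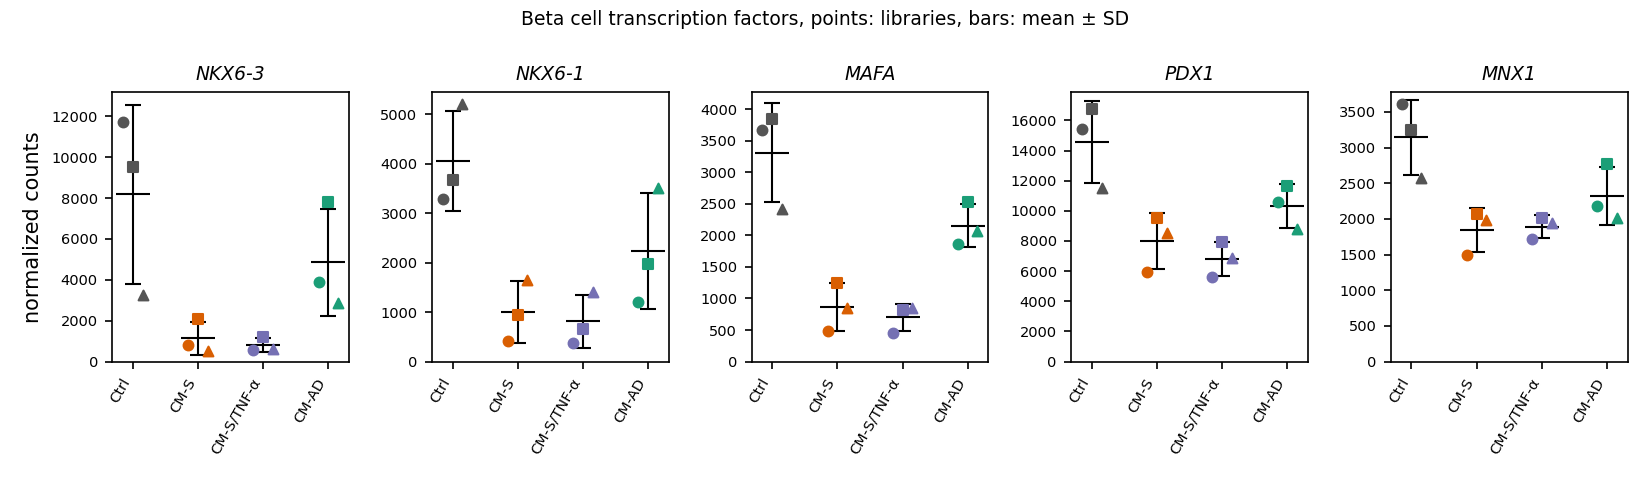
Normalized counts of NKX6-3, NKX6-1, MAFA, PDX1 and MNX1 in each library (points, a symbol for each replicate number) with the mean ± SD of 3 libraries per group. The CM-S and CM-S/TNF-α libraries lie below Ctrl in all 5 genes, with CM-AD between them by its mean.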

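SCG5, AACS and HADH fell with both stromal CM, CHGA fell with CM-S/TNF-α, and SCGN and ENO2 did not pass the test over all genes. HADH, a mitochondrial enzyme of fatty acid oxidation that restrains insulin secretion, lies on chromosome 4 from 107989714 to 108035175 (GRCh38) and fell from 26052 ± 2063 normalized counts (SD, n = 3) in Ctrl to 9453 ± 2423 with CM-S and 8301 ± 2130 with CM-S/TNF-α (-1.49 and -1.68 on the log2 scale, standard error 0.22, adjusted p = 0.00344 and 0.00126 from limma). SCG5, the chaperone of the prohormone convertase PCSK2, fell from 4841 ± 840 to 2761 ± 361 and 2719 ± 276 (-0.80 and -0.82, adjusted p = 0.0178 and 0.0123). AACS, a cytosolic enzyme that activates acetoacetate, fell from 7201 ± 539 to 4695 ± 199 and 4684 ± 365 (-0.62 and -0.62, adjusted p = 0.0133 and 0.00972). CHGA, the granule protein chromogranin A, fell with CM-S/TNF-α (-1.09, adjusted p = 0.0466) and had a log2 fold change of -0.91 with CM-S (adjusted p = 0.115, or 0.0476 without CM-S 2). SCGN, a calcium-binding protein of endocrine cells, had -0.58 and -0.54 (adjusted p = 0.0670 and 0.0670, or 0.0419 with CM-S/TNF-α without CM-S/TNF-α 3). ENO2, neuron-specific enolase, had -0.35 and -0.34 (adjusted p = 0.116 and 0.109). With CM-AD none of these genes was called, with log2 fold changes from -0.49 for HADH to -0.20 for CHGA. Compared directly, HADH (1.20, adjusted p = 0.0222) was higher with CM-AD than with CM-S/TNF-α. With the stromal-cell donor as a block HADH, CHGA and SCG5 were also higher with CM-AD than with CM-S (adjusted p = 0.00696, 0.0178 and 0.0374, against 0.0760, 0.373 and 0.318 without it). CHGA and SCG5 were then also higher than with CM-S/TNF-α (adjusted p = 0.00421 and 0.0221, against 0.169 and 0.219). Leaving out 1 library ended the CM-S calls of SCG5 (Ctrl 1 or 2 or CM-S 1, adjusted p up to 0.0915) and AACS (Ctrl 1 or CM-S 3, adjusted p up to 0.0624). It also ended the CM-S/TNF-α calls of CHGA (Ctrl 1 or 2, CM-S 3, CM-S/TNF-α 1 or 3 or CM-AD 1 or 2, adjusted p up to 0.239), SCG5 (Ctrl 1 or CM-S/TNF-α 1, adjusted p up to 0.0782) and AACS (CM-S/TNF-α 1, adjusted p up to 0.0629). The direct call of HADH ended too (CM-S/TNF-α 1 or 2 or CM-AD 2 or 3, adjusted p up to 0.134).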

Altogether, the data suggest that soluble factors derived from adipose stromal cells could regulate beta cell identity/fate. 

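The CM-S and CM-S/TNF-α responses shared most of their changed genes, and no gene changed in opposite directions with 2 CM. Of the 239 genes higher with CM-S and the 353 higher with CM-S/TNF-α, 214 were shared, as were 135 of the 154 and 260 genes that were lower. CM-AD shared 31 of its 37 higher genes and 10 of its 13 lower genes with CM-S, and 28 and 11 with CM-S/TNF-α. Independent draws would give 5.19 shared higher genes for CM-S and CM-S/TNF-α and 0.544 for CM-S and CM-AD. Across 16252 genes, which are not independent replicates, Pearson's r of the log2 fold changes was 0.794 between CM-S and CM-S/TNF-α, 0.558 between CM-S and CM-AD and 0.525 between CM-S/TNF-α and CM-AD. The comparisons share their 3 Ctrl libraries, which alone favors calls in the same direction. Independent draws are therefore not the chance level of the shared calls, and the absence of opposite calls is weak evidence. For 100 simulated pairs, unchanged groups and a shared control were made from the deviations of libraries drawn at random from all 12. These gave r from -0.643 to 0.893 (mean 0.472). The covariance was 0.370, 0.182 and 0.181, against 0.134 on average (-0.109 to 0.359) in the simulated pairs, which are not matched by donor as the CM groups are. Simulated groups could hold several libraries numbered 3, while each real group holds 1. The simulated ranges therefore do not show what chance gives in the real design. In the simulated pairs the shared calls had a median of 0 genes in each direction and reached 452 higher and 392 lower. Measured markers of the cells that conditioned the medium did not move as sets. DCN, LUM, FAP, POSTN and COL6A3 of the stromal markers and ADIPOQ, LEP, FABP4 and PLIN1 of the adipocyte markers had no deposited value. PTPRC, PECAM1 and VWF of the leukocyte and endothelial markers had none either. The reason is not known, and the sets cannot speak for these genes. Of 16 markers of stromal cells and fibroblasts, 8 were measured above the filter and none changed with any CM (camera, adjusted p = 0.692, 0.824 and 0.671, and 1 was higher with CM-AD by the block). Adjusted over the list alone, 1 was lower with CM-S/TNF-α and 1 higher with CM-AD. Of 13 adipocyte markers 5 were measured, and GPD1, which makes glycerol 3-phosphate, rose with CM-S (1.76) and CM-S/TNF-α (2.04) and had 0.41 with CM-AD (adjusted p = 1). As a set the adipocyte markers did not pass (adjusted p = 0.599, 0.569 and 0.918), and neither did the 2 measured of 12 markers of leukocytes and endothelial cells (adjusted p = 0.216, 0.250 and 0.760), with no gene changed. From the responses of STAT, SMAD, lipid and beta cell genes to the CM, the paper proposes that soluble factors of adipose stromal cells could regulate the identity of beta cells.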

Based on RNA-seq analyses, we first investigated the impact of the STAT pathway on the regulation of beta cell reprogramming. Gene expression analyses revealed that omental-derived CM increased *STAT1* and *STAT3* (Figure 2a and Figure S1A–D for quantification). Time course analyses via Western blotting indicated that the STAT1 and STAT3 levels increased after 24 h of treatment, while STAT1 and STAT3 phosphorylation was already observed after 1 h of treatment; STAT1 phosphorylation was transient, and STAT3 phosphorylation was stable with time (Figure 2a and Figure S1A–D for quantification). We also noted that STAT targets such as *SOCS3*, *FBG*, *IL6ST* (Figure 2a), *IL13RA1, PARP9, JUNB, DTX3L, PLOD2* and *SBNO2* (Figure S1E) were increased in EndoC-βH1 upon treatment with CM from omental-derived cells, indicating that the whole STAT pathway was activated by CM treatment. We next analyzed the SMAD pathway. We observed that treatment with omental-derived CM induced *SMAD7, BMP5* or *SKIL* mRNA level increases (Figure 2b). Moreover, this treatment (either 1 or 48 h) induced SMAD2/3 phosphorylation (Figure 2b and Figure S1F for quantification). We also observed signs of induction of the NFKB pathway with increased *NFKBIA* and *IRF1* mRNA levels and RELA (p65) protein following CM treatment (Figure 2c).

We next validated, via RT-qPCR, the effects of CM derived from omental-derived cells on the expressions of genes involved in lipogenesis and cholesterol synthesis. Specifically, RT-qPCR indicated a decrease in SREBF1, SCD, FASN, PCSK9, LDLR and HMGCR upon treatment with CM from omental-derived cells (Figure 2d).

We next used RT-qPCR to analyze the effects of CM from omental-derived cells on beta cell-specific genes. We observed a sharp decrease in beta cell-enriched transcription factors such as *MAFA*, *NKX6.1* and *PDX1* (Figure 3a). We also observed a decrease in mRNA-encoding beta cell-specific hormones, such as *INS pre-mRNA* and *IAPP* (Figure 3a). Time course analyses indicated that the decrease in *NKX6-1* mRNA level was observed as early as after 6 h of treatment, while the effects on the other tested genes required at least 12 h (Figure 3b). CM from omental adipose tissue, cultivated as an explant, also showed a decrease in beta cell markers, but to a lesser extent (data not shown). Interestingly, CM from omental stromal cells induced increases in the expression levels of *HES1, MYC, PAX4* and *SOX9*, all markers of beta cell dedifferentiation [20,21,49] (Figure 3c). This observation was confirmed at the protein level with the induction of dedifferentiation markers, such as SOX9, and the reduction in beta cell markers, such as MAFA and PDX1 (Figure 3d).

CMs from omental stromal cells pre-treated with TNF-α were the most effective in modulating beta cell gene expression. In order to determine whether this was due to traces of remaining TNF-α in the CM, we looked at the effect of recombinant TNF-α on beta cell gene expression. The RT-qPCR analyses indicated that TNF-α had no additional effect on the expression of beta cell markers, such as *MAFA*, and dedifferentiation markers such as *HES1* (Figure S2A). Then, we tested the effect of the CM from omental stromal cells on EndoC-βH1 cell survival and function. Neither the survival of EndoC-βH1 cells, nor their ability to secrete insulin in response to glucose, was affected following a 48 h CM treatment (Figure S3).

Hence, CM from omental stromal cells leads to several modifications in EndoC-βH1: activation of the STAT, SMAD and NFKB pathways, reductions in metabolic processes such as lipogenesis and cholesterol synthesis, and losses of beta cell identity.

### 3.2. CM from Subcutaneous Stromal Cells Does Not Recapitulate the Effects of CM from Omental Stromal Cells

We then compared the effects of omental vs. subcutaneous stromal cells on beta cell-specific gene expression (Figure 4a). As expected, subcutaneous stromal cells had a strong adipogenic potential (more adipocytes, higher expression of AP2), while omental cells had a pro-inflammatory profile based on the *IL6* and *TGFB1* mRNA expression levels (Figure 4b). Importantly, CM from omental stromal cells (either control, inflamed or differentiated into adipocytes) decreased the expressions of beta cell genes (*MAFA, NKX6-1, PDX1, INSULIN* and *IAPP*), while this effect was not observed with CM from subcutaneous stromal cells (Figure 4c). It is noteworthy that a decrease in *NKX6-1* and *PDX1* was observed with CM from subcutaneous stromal cells differentiated into adipocytes (Figure 4c). Experiments performed with CM from adipose tissue fractions from 26 patients revealed the robustness of the effect (Figure 4c). CM from subcutaneous stromal cells did not increase the expressions of dedifferentiation markers such as *HES1, MYC, PAX4* and *SOX9*, which differed from the induction observed with CM from omental stromal cells (Figure 4d).

Taken together, CM derived from human omental but not subcutaneous stromal cells decreased human beta cell identity. 

### 3.3. Implication of STAT1 and STAT3 Pathways in the Effects of CM from Omental Stromal Cells on Beta Cell Identity

We silenced STAT3 in EndoC-βH1 using siRNA (siSTAT3). The knock-down was efficient, as demonstrated by the sharp decrease in *STAT3* mRNA under basal and stimulated (IL6 treatment) conditions (Figure 5a,b), and the absence of P-STAT3 following IL6 treatment (Figure 5b and Figure S4A–B for quantification). SiSTAT3 treatment also inhibited the induction of STAT3 by CM from omental stromal cells at the mRNA, protein and phosphorylation levels (Figure 5a,b). Knock-down also led to a decreased expression of many STAT3 canonic targets, such as *SOCS3, IL6ST* and *FGB* (Figure 5c), and additional ones such as *NFKBIZ* and *C2CD4A* [50,51,52,53] (Figure 5d). Interestingly, we observed that STAT3 knock-down reversed the induction of *HES1* observed upon CM treatment (Figure 5d). On the other hand, STAT3 silencing did not reverse the reduction in beta cell markers (*PDX1*, *MAFA*, *NKX6-1*) upon CM treatment (Figure 5e). Similar results were obtained by silencing STAT1 under the same experimental conditions (Figure S4C). 

We finally tested the hypothesis that omental stromal cells secrete IL6-like cytokines that could act on beta cells through the STAT pathway. Then, we blocked IL6-like cytokines signaling using siRNA against IL6ST, one of the subunits of the IL6 receptor [54,55,56,57]. Thus, silencing was highly effective, based on the decrease in *IL6ST* mRNA under basal and stimulated conditions, and the altered STAT1 and STAT3 expressions (both at the mRNA and protein levels), as well as their phosphorylation under stimulated conditions (Figure 5f and Figure S4D–G for quantification). Consequent to siIL6ST, we observed reduced expressions of STAT3 targets, such as *SOCS3* and *FGB* (Figure 5f). However, IL6ST knock-down did not reverse the decrease in beta cell markers (*PDX1*, *MAFA*, *NKX6-1*), but it did reverse the induction of *HES1* that was observed upon CM treatment (Figure 5g).

To sum up, omental stromal cells signal to beta cells through the STAT pathways by modulating the genes involved inflammatory pathways. However, STAT signaling did not regulate the gene network involved in the modulation of beta cell identity, with the exception of HES1.

### 3.4. Implication of SMAD and RELA Pathways in the Effects of CM from Omental Stromal Cells on Beta Cell Identity

We repeated the above-described strategy by silencing the SMAD pathway using siRNA targeting SMAD2 and SMAD3. RT-qPCR indicated that siRNAs were specific to their respective targets (Figure 6a). Western blot analyses showed that the CM from omental stromal cells induced SMAD2/3 phosphorylation (Figure 6b). This induction was specifically inhibited when SMAD2 was silenced, but was resistant to SMAD3 silencing (Figure 6b and Figure S5A for quantification). Moreover, siSMAD2 (but not SMAD3) decreased the induction of the SMAD2/3 target gene, SMAD7 (Figure 6b) [58,59]. Finally, the effect of CM on beta cell markers (*MAFA*, *NKX6-1*, *PDX1*) was not reversed by either siSMAD2 or siSMAD3 (Figure 6c). Thus, omental stromal cells signal on beta cells through SMAD2; however, this signaling is not implicated in the regulation of beta cell identity. 

We finally silenced RELA, a subunit of NF-kB (also named p65). The knock-down was effective, with a sharp decrease in *RELA* mRNA and its target *NFKBIA* (Figure 6d). While this silencing had no effects on beta cell markers (*MAFA*, *NKX6-1*, *PDX1*) (Figure 6e), it reduced the induction of SOX9 observed upon CM treatment, at both the RNA and protein levels (Figure 6f and Figure S5B,C for quantification).

Taken together, omental-derived factors signal to human pancreatic beta cells through different pathways (STAT, SMAD2 and RELA) to promote beta cell inflammation. Interestingly, the STAT and RELA pathways were restricted to the regulation of dedifferentiation markers, such as HES1 and SOX9, altering beta cell identity. 

## 4. Discussion

In this study, we demonstrate that soluble factors derived from stromal cells isolated from human adipose tissue signal on human beta cells and modulate their identity. 

We developed here a model to test the effects of a conditioned medium (CM) derived from adipose tissue on human beta cells. We produced CMs from a large series of either omental or subcutaneous human adipose tissue fat pads, and tested their effects on the human beta cell line EndoC-βH1 [18]. This cell line has been characterized as a valid model to study human beta cells, and can now be used for screenings to identify novel drug target candidates [60]. EndoC-βH1 cells were also validated as a model to study human beta cells under patho-physiological conditions, such as dedifferentiation [20], and sensitivity to lipotoxicity [61] and viral infection [21].

We observed that CMs from human omental stromal cells gives rise to an inflammatory signature in EndoC-βH1 cells. This was, for example, highlighted by the induction of the STAT pathway. The importance of this pathway in pancreatic beta cells has been described in the past in great detail. As examples, the STAT3 pathway has been characterized as a regulator of beta cell mass; it is implicated in the induction of endocrine cell differentiation from pancreatic ductal cells [32], and represents a modulator of beta cell cycling under specific conditions, such as pancreatic injury [33]. STATs have also been implicated as important players in the signaling of cytokines, such as IFN-γ [10] and IFNα [62], in pancreatic beta cells, and in the regulation of cytokines-induced apoptosis [34]. It was also found that IL6 signals through STATs in pancreatic beta cells [63]. Interestingly, our data indicate that CM from omental stromal cells induced STAT1 and STAT3, at both the mRNA and protein levels. CM also induced the phosphorylation of both STAT1 and STAT3. However, our time course experiments have indicated that while STAT1 phosphorylation was transient, peaking after 1 h of treatment, STAT3 phosphorylation was stable for up to 72 h. This temporal expression pattern is different from what has been observed in other contexts. As examples, the treatment of the rat insulinoma cell line INS1E with IL6 gives rise to the extremely transient phosphorylation of STAT3 [63], and while the treatment of EndoC-βH1 cells with IFNα induced both STAT1 and STAT3 phosphorylation, STAT3 phosphorylation is more transient than STAT1 phosphorylation [62]. We thus speculate that in our settings, STATs activation might not be due to a single factor derived from CM, but to a combination of signals. 

Our data indicate that CM from human omental stromal cells has a major effect on beta cell genes identity. We observed the decreased expression of beta cell-specific transcription factors such as MAFA, NKX6.1 and PDX1, and this was also the the case for their target genes INS and IAPP [36]. We observed a parallel increase in genes that are normally lowly expressed in, or absent from, mature beta cells such as HES1, MYC or SOX9. Altogether, this might suggest a process of dedifferentiation. In fact, beta cells are long-living factories that produce, store and secrete impressive amounts of insulin [64,65]. It has been observed that in a number of models that mimic type 2 diabetes, beta cells lose their mature phenotype and shift to an immature state named dedifferentiation [11,12]. This process of dedifferentiation was observed in many conditions, such as in chronic hyperglycemia [11], and also in mouse models of type 1 and type 2 diabetes [12,66]. We previously validated EndoC-βH1 cells as a model of human beta cell dedifferentiation following virus infection [21], growth factor stimulation [20], and lipotoxic stress [61]. Here, we have added CM from omental stromal cells to the list of conditions that induce human beta cell dedifferentiation. Intriguingly, this negative effect on beta cell identity was specific for omental CM, and was not replicated with CM from subcutaneous stromal cells. This major difference is not understood at this stage. However, it is important to keep in mind that stromal cells isolated from omental or subcutaneous adipose tissues differ at several levels. For example, subcutaneous stromal cells are more adipogenic, while visceral stromal cells are more pro-inflammatory [67,68]. The fact that CM from subcutaneous and omental cells differ in their capacity to induce the loss of beta cell identity might be used in differential screening aiming at identifying specific factors, or lipids and pathways, that induce beta cell dedifferentiation. Indeed, at this stage, we do not know the identity of such signals. Multiplex array and mass spectrometry will be used in the future to compare the secretome of omental versus subcutaneous adipose stromal cells, with the objective of identifying specific omental factors that modulate beta cell identity. Note that in the present study, we used stromal cells isolated from obese patients. As similar samples from lean controls were not available, we did not study their effects, which represents a limitation in our current study.

In the present study, we have employed a loss-of-function-based approach wherein we knocked-down specific genes. This siRNA-based approach is highly efficient, as demonstrated in this study and in previous ones [61]. However, none of the siRNA-mediated losses of function (STAT1, STAT3, IL6ST, SMAD2, SMAD3, RELA) reversed the decreased expression of beta cell-specific transcription factors observed upon treatment with CM from omental cells. However, we learned from such experiments that IL6 is not the factor in CM that induces beta cell dedifferentiation. Indeed, our data indicate that IL6 is efficiently expressed by omental in comparison to subcutaneous stromal cells and IL6 signals in EndoC-βH1 cells. However, by efficiently blocking the IL6 pathway using siRNA against IL6ST, we did not reverse dedifferentiation. We also learned that blocking one specific pathway was not sufficient to reverse the loss of identity induced by CM from omental stromal cells, which might suggest that the induction of more than one pathway is necessary to observe this loss of identity phenotype. Of note, the knock-down of either STAT3 or IL6ST reversed the induction of *HES1* observed upon CM treatment, while silencing RELA reduced the induction of *SOX9*. This suggests that reversal might be possible. In this context, it is interesting to keep in mind that different screens are currently being performed to discover ways to protect against dedifferentiation. In this context, it was found that treatments with inhibitors of the TGFβ pathway [69] or with mu-opioid receptor agonists [70] reverse beta cell dedifferentiation. Whether such types of molecules reverse dedifferentiation induced by CM from omental stromal cells remains to be tested.

## Figures and Tables

**Figure 1:**
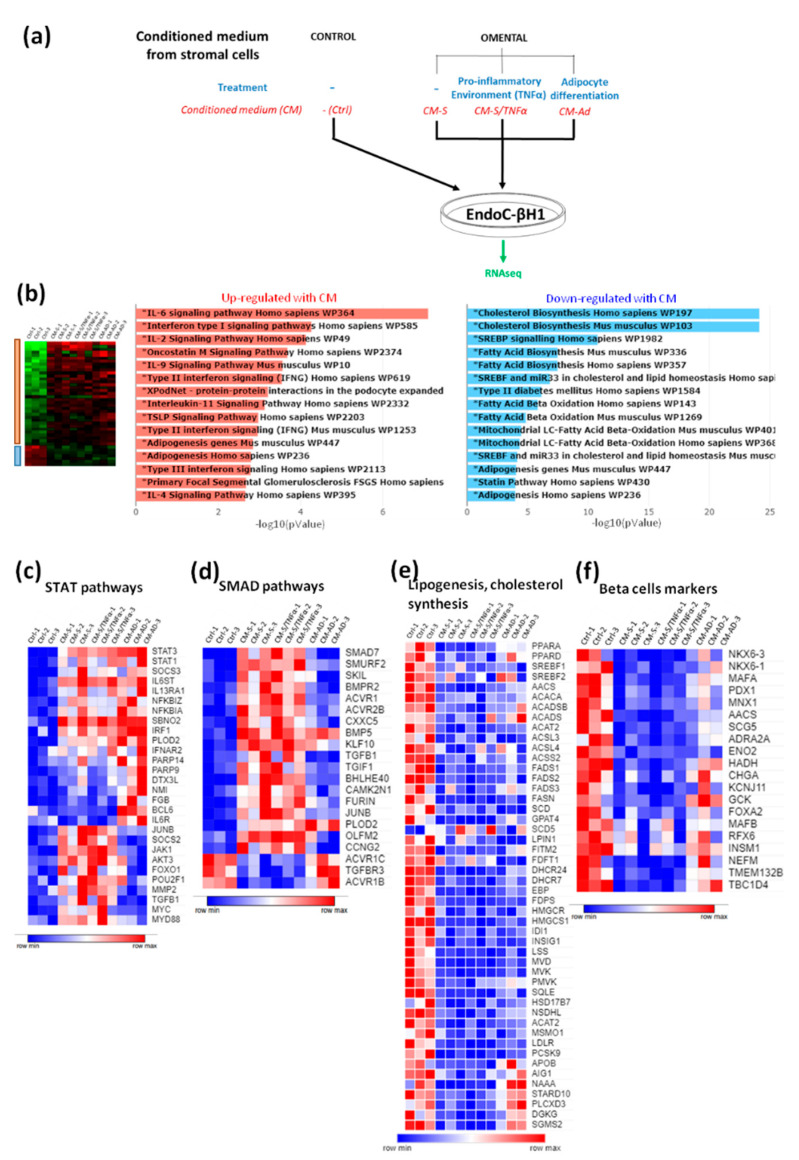
Impact of conditioned media (CM) from omental adipose stromal cells on EndoC-βH1 cells. (**a**) Experimental scheme: CM was prepared from stromal cells isolated from omental adipose tissue and cultured without (CM-S) or with TNF-α (CM-S/TNF-α), or differentiated into adipocytes (CM-AD). CMs were added to EndoC-βH1 cells and RNAs were prepared 48 h later for transcriptomic analyses. (**b**) Identification using Wikipathway of up- and down-regulated pathways in EndoC-βH1 cultured in omental conditioned media. (**c**–**f**) Heatmaps of genes of the STAT pathway (**c**), of the SMAD pathway (**d**), of lipogenesis and cholesterol synthesis (**e**) and enriched beta cells.

**Figure 2:**
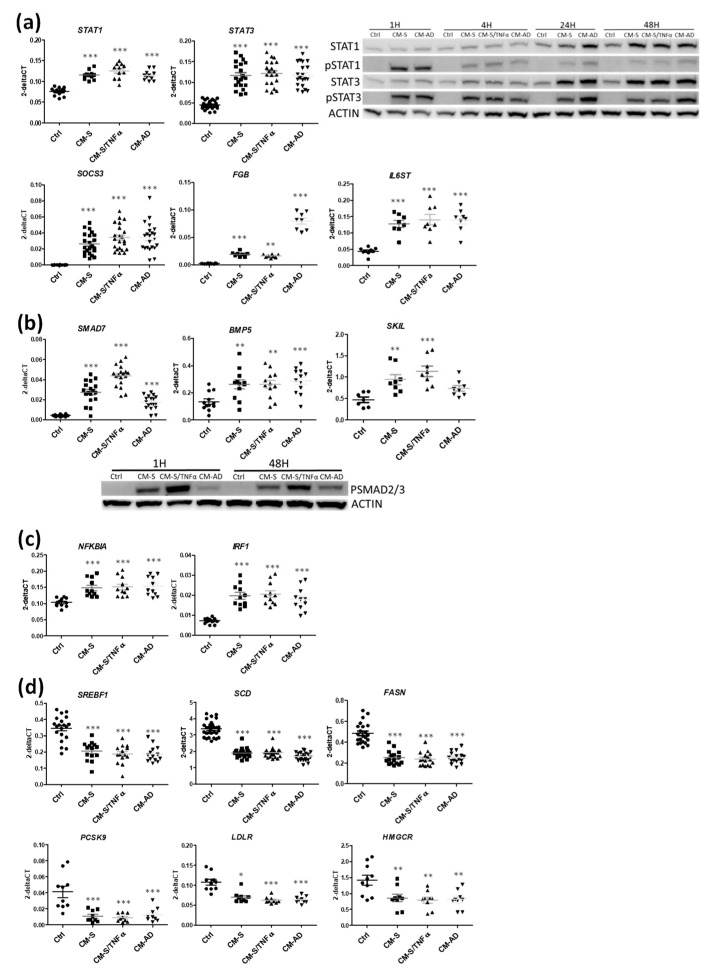
Effects of CM from omental adipose stromal cells on the STAT, SMAD and NFKB pathways and on lipogenesis and cholesterol synthesis genes in EndoC-βH1 cells. EndoC-βH1 cells were exposed to CMs. (**a**) Genes linked to the STAT pathway were analyzed by RT-qPCR after 48 h of treatment (n = 8–22). STAT1, pSTAT1, STAT3 and pSTAT3 were analyzed by Western blot after 1, 4, 24 and 48 h of treatment (n = 5). (**b**) Genes linked to the SMAD pathway were analyzed by RT-qPCR after 48 h of treatment (n = 8–18). PSMAD2/3 was analyzed by Western blot after 1 and 48 h of treatment (n = 6). (**c**,**d**) Genes linked to the NFKB pathway and to lipogenesis and cholesterol synthesis were analyzed by RT-qPCR after 48 h of treatment (n = 9–24). Data are represented as mean ± SD. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 3:**
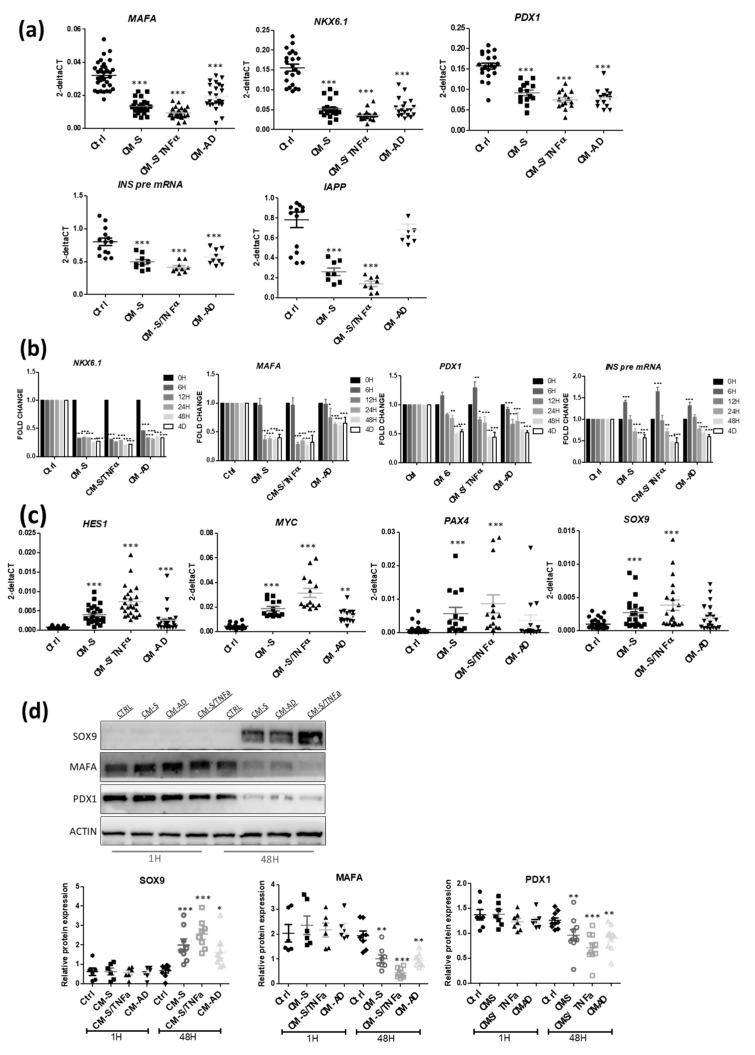
Effects of CM from omental adipose stromal cells on beta cell markers in EndoC-βH1 cells. (**a**) EndoC-βH1 cells were exposed to CMs from omental adipose stromal cells for 48 h. Beta cell-specific genes (*MAFA, NKX6-1, PDX1, INS pre-mRNA, IAPP*) were analyzed by RT-qPCR (n = 8–23). (**b**) Time course effect of CMs from omental adipose stromal cells on beta cell-specific genes (n = 3–5). (**c**) Effects of CMs from omental adipose stromal cells (48 h treatment) on beta cell dedifferentiation markers (*HES1, c-MYC, PAX4, SOX9*) (n = 14–23). (**d**) Western blot analyses of SOX9, MAFA and PDX1 following exposure to CMs for 1 and 48 h (n = 6). Data are represented as mean ± SD. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 4:**
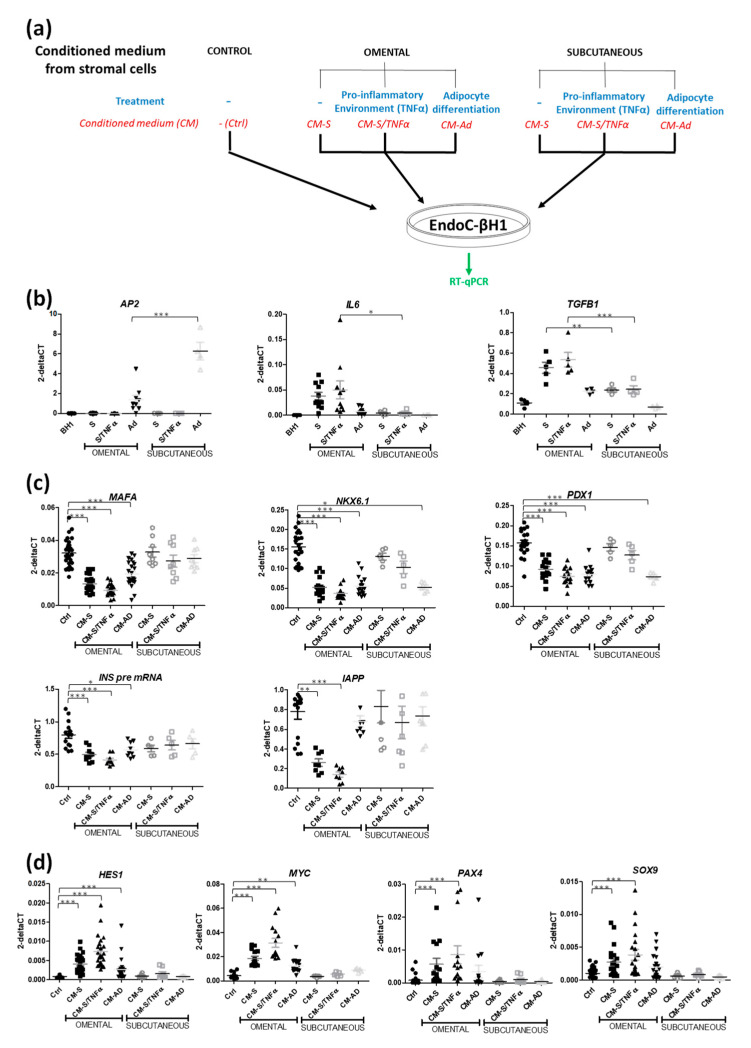
CM from subcutaneous stromal cells does not recapitulate the effects of CM from omental stromal cells. (**a**) Experimental scheme. (**b**) qPCR analyses of *AP2*, *IL6* and *TGFB1* mRNA in omental and subcutaneous cells (either control, inflamed or differentiated into adipocytes) (n = 4–10). (**c**,**d**) EndoC-βH1 cells were exposed to CMs from omental or subcutaneous stromal cells for 48 h. Beta cell-specific genes (*MAFA, NKX6-1, PDX1, INS pre-mRNA, IAPP*) (**c**) and dedifferentiation markers (*HES1, c-MYC, PAX4, SOX9)* (**d**) were analyzed by RT-qPCR (n = 5–23). Data are represented as mean ± SD. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 5:**
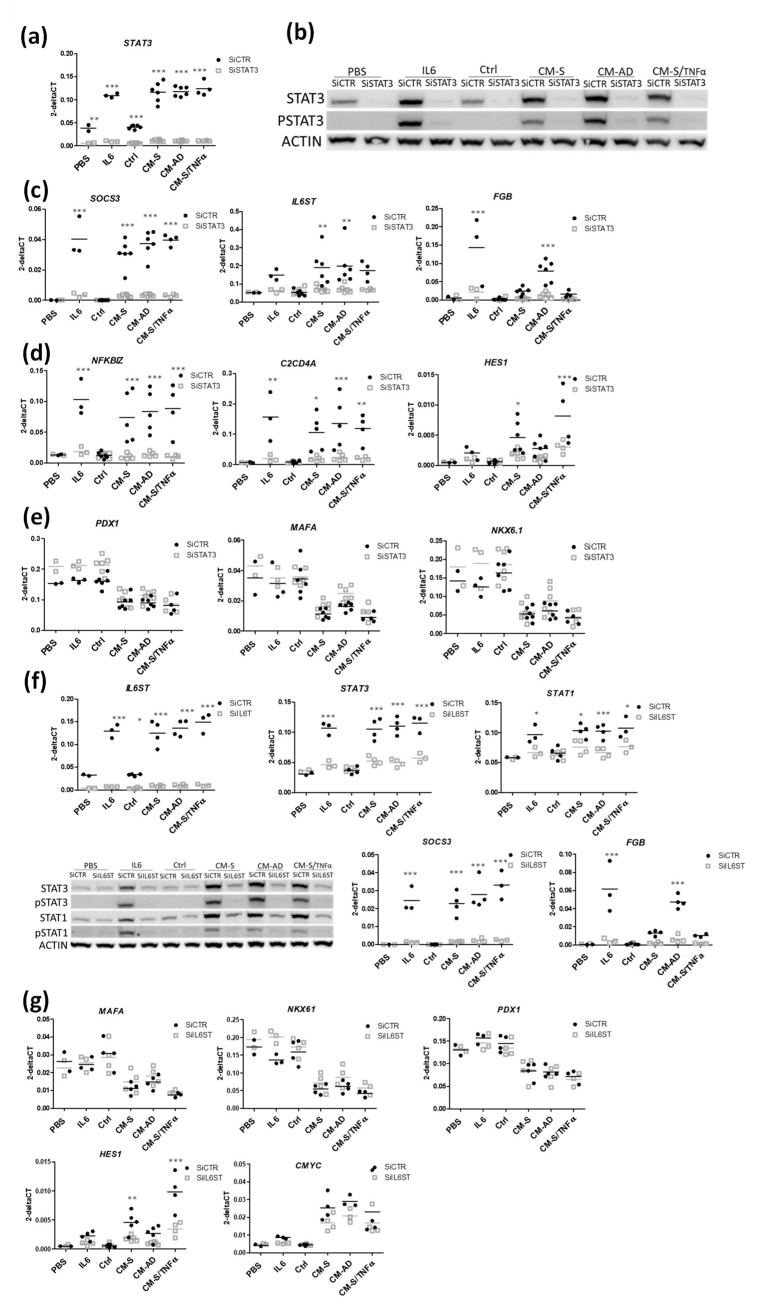
Role of STAT1 and STAT3 pathways in the effects of CM from omental stromal cells on beta cell identity. EndoC-βH1 cells were transfected with control non-target siRNA (siCTRL) or siRNA-targeting STAT3 (siSTAT3) (**a**–**e**) or IL6ST (siIL6ST) (**f**,**g**). Two days later, cells were treated with either IL6 or CM for 48 h. Analyses were performed by either RT-qPCR or Western blot. Data are represented as mean ± SD of 4–6 biological replicates. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 6:**
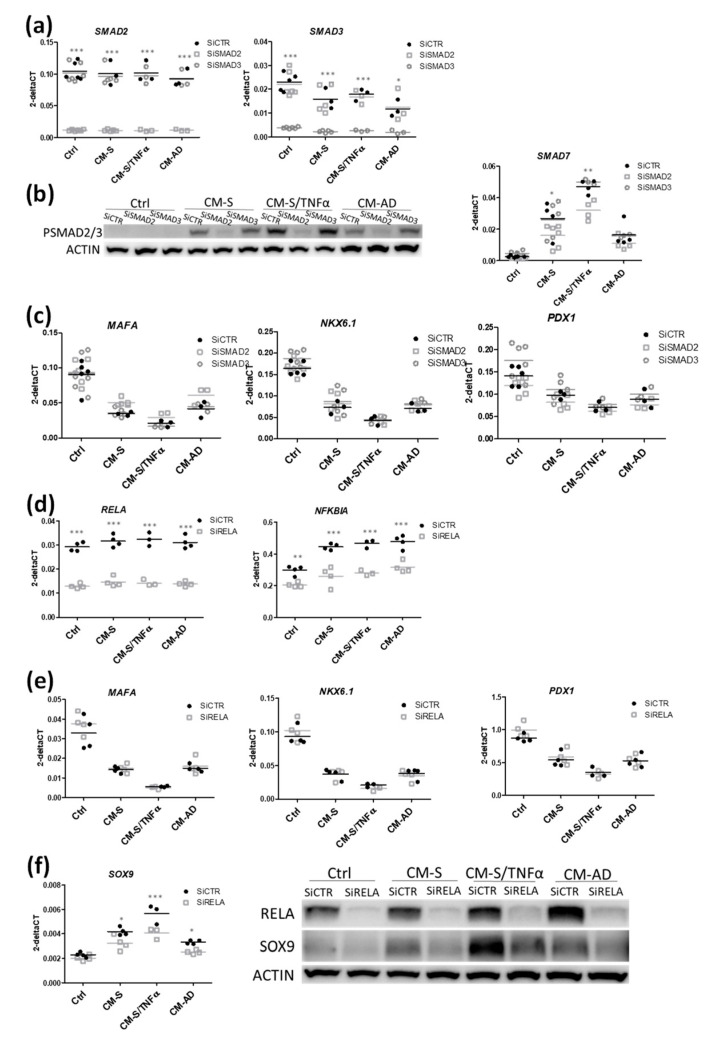
Role of SMAD and REL pathways in the effects of CM from omental stromal cells on beta cell identity. EndoC-βH1 cells were transfected with control nontarget siRNA (siCTRL), or siRNA targeting SMAD2 or SMAD3 (siSMAD2, siSMAD3) (**a**–**c**) or RELA (siRELA) (**d**–**f**). Two days later, cells were treated with either IL6 or CM for 48 h. Analyses were performed by either RT-qPCR or Western blot. Data are represented as mean ± SD of 4–12 biological replicates. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cells11060924/s1, Table S1: Clinical characteristics of human donors, Table S2: List of primers, Figure S1: CM from omental-derived cells activates STAT and SMAD signaling in EndoC-βH1 cells, Figure S2: Recombinant TNF-α does not modulate MAFA and HES1 expression in EndoC-βH1 cells, Figure S3: Conditioned media do not modulate beta cell survival or glucose-stimulated insulin secretion, Figure S4: Efficient STAT 1, STAT3 or IL6ST knock-down does not revert the effect of CM on beta cell identity, Figure S5: Efficient SMAD2/3 or RELA knock-down does not revert the effect of CM on beta cell identity.

How the deposited data were processed for this re-analysis (not part of the article)

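RNA of EndoC-βH1 cells treated for 48 h was measured by RNA sequencing in 12 libraries, 3 for each of Ctrl, CM-S, CM-S/TNF-α and CM-AD. The deposited table holds one signal value per gene and library: the authors aligned the reads with STAR 2.5.2b to GRCh38 with the annotation of Ensembl release 93, counted them per gene with RSEM and normalized the counts with DESeq2 in R 3.5.1 by the median of ratios. The values are not whole numbers, and the value of 1 read differs between genes of a library, so that raw counts could not be recovered. Size factors recomputed from the table lay within 1.12% of 1 in every library. A read was worth 0.720 to 1.25 normalized counts, depending on the library, from which 24.7 M to 40.6 M (10 to the power of 6) counted reads per library were estimated (median 29.6 M, mean 30.5 M). These depths cover the counting error only, and a level under 3 normalized counts was taken as near the floor.

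Of 19638 table entries, 95 without a gene symbol, at most 0.0844% of the values of a library, were left out. The 10 symbols with several entries were kept as separate entries, and 2160 entries stayed under 10 in every library. Genes with at least 10 normalized counts in at least 3 of the 12 libraries were kept, which left 16252 genes. Differences between groups were tested with limma 3.58.1 in R 4.3.3 on log2(value + 1), with 1 fit of the 4 groups over all 12 libraries (8 residual degrees of freedom) and moderated variances with a trend on the mean and robust estimation. The 6 comparisons were each CM against Ctrl and the CM against each other. P values are two-sided and were adjusted by the Benjamini-Hochberg method over the genes of a comparison, and an adjusted p under 0.05 was counted as a change. A test on counts had been planned and was replaced by limma because the values are not counts. Fold changes on this log2 scale are understated for genes with low values. An exact test of 3 libraries against 3 cannot give a p under 0.1, and none is reported.

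The 35 gene lists, the comparisons, the filter and the rule for the genes named were fixed before the data were examined. The paper had reported inflammatory, STAT, SMAD, lipogenesis, cholesterol and beta cell changes from these same libraries. Tests of lists on these themes are therefore not independent evidence. The lists are the 5 lists of genes that the paper names (STAT, SMAD, beta cell transcription factors, other beta cell genes, genes of its RT-qPCR, Western blot and knockdown experiments), and lists of cholesterol synthesis, SREBP regulation, fatty acid synthesis, glycerolipid synthesis, fatty acid oxidation, STAT3 and IL-6 targets, acute-phase genes, interferon-stimulated genes, antigen presentation, NF-κB targets, TGF-β and SMAD targets, BMP targets, beta cell transcription factors, insulin processing and secretion, dedifferentiation, Notch, other islet hormones, duct and acinar cells, stromal cells and fibroblasts, adipocytes, leukocytes and endothelial cells, targets of glucocorticoids, PPAR and cAMP, the unfolded protein response, oxidative and metal stress, hypoxia and glycolysis, proliferation, apoptosis, and extracellular matrix. Some listed genes, among them CRP, SAA1 and HP of the acute-phase list, have no deposited value under their symbol, for a reason not known. Lists were tested with camera of limma at a preset correlation of 0.01 between genes, adjusted over the 35 lists of a comparison, and again with an estimated correlation and with fry. The rule names every gene that the paper's text names, the 8 largest calls in each direction against Ctrl and the 4 largest between CM among genes with a mean log2 CPM of at least 1 whose groups do not overlap, up to 4 genes of a list by their p, and members that go against the majority of a list's calls. Some of these are given as counts only, and some genes, with the tests of the paper's STAT list and of its other beta cell genes, are not reported here. Gene positions are those of GENCODE release 29 (Ensembl release 94), which holds 551 of the 552 genes looked up.

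The replicate numbers of the CM libraries name the same 3 donors of stromal cells, so that comparisons between CM are paired by the labels. For Ctrl the number names no donor. The deviations of libraries of the same number from their group means correlated at 0.173, 0.267 and 0.508 between Ctrl and CM-AD, above 0.1 in each pair, and this comparison was treated as paired too. For CM-S with CM-S/TNF-α the correlations were 0.218, 0.296 and 0.265, for CM-S with CM-AD 0.0728, 0.254 and 0.218, and for CM-S/TNF-α with CM-AD 0.156, 0.341 and 0.516. Values by the block come from a fit with the replicate number as a term, over the 12 libraries for comparisons with Ctrl and over the 9 CM libraries, where the number is the donor, for comparisons between CM. Some block counts against Ctrl are given for CM-AD alone and do not compare with unblocked counts of the stromal CM.

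The fit was tested on simulated data made from the means and spreads of the 16252 genes, with 100 genes changed by a fold of 2 and 100 by a fold of 4. For CM-S against Ctrl it recovered 31% and 72% of them, for CM-AD against Ctrl 44% and 71%, and for CM-S/TNF-α against CM-S 43% and 75%, with 0 in the wrong direction. Unchanged genes made up 1.90%, 4.96% and 3.28% of the calls. Of the 35 lists, the one that was lowered was called in each simulation (adjusted p = 2.68e-22, 2.60e-23 and 1.29e-24 from limma) and 0 of the others were. The simulated genes were drawn independently, without correlation between genes or an effect of the replicate number. False calls of genes or lists that arise from these in the real data were therefore not tested.

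The alternatives set at the same time were upper-quartile scaling, other filters, thresholds of 0.01 and 0.1 or a fold of at least 1.5 or 2, only the 2 groups compared, the replicate block and each library left out in turn. Fits with a library left out had no block, also between CM, and fewer libraries to detect a change. A call lost in them therefore does not show that the change rests on that library. Added after seeing the data were pseudocounts of 0.5 and 5, equal library totals, a fit with neither trend nor robust estimation, and the libraries without the 4 numbered 3. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.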

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

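The tests of depth, a shared batch, the donor's medium, a mixed sample and Ctrl 1 were chosen only after the result was seen, while the counts over other splits of the libraries were set in advance.

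The 4 libraries numbered 3 lay apart from the other 8 on the second principal component, at -60.6 to -36.0. By estimated reads, library 3 lay at the same end of its group in 1 of 4 groups, which goes against a difference in depth. Entries at 0 were fewest in number 3 in Ctrl (927, against 2430 and 2204) and CM-S/TNF-α (877, against 2128 and 1458). They were also fewest in CM-AD 3 (1387, against 2306 and 1789), while CM-S 3 had the most of its group (2647, against 1574 and 1713). The estimated reads alone therefore cannot decide, and a difference in depth stays open. The values that a culture batch shared by number needs are there: in 17 of 18 comparisons of a library with another group, its best partner by correlation of deviations had its own number, although the CM groups also share their donors. The medium of the stromal-cell donor is argued against as the cause of the whole pattern. Ctrl 3, which received no CM, deviated from Ctrl 1 and 2 by a share of 0.828 of the mean deviation of the CM libraries numbered 3 along that deviation, against a difference of 0.0740 between Ctrl 1 and 2. Along the other 2 CM groups, CM-S/TNF-α 3 and CM-AD 3 had shares of 0.771 and 0.806. CM-S 3 had only 0.374, against 0.269 between CM-S 1 and 2. On the third component (12.8% of the variance) CM-S 3 lay alone at -78.1, the other libraries at -14.5 to 37.4. For the CM libraries a part of the donor's medium stays open. Of 1700 genes with 1 order of numbers in the 3 CM groups (375 by chance), 42.6% had that order in Ctrl too, above the highest other numbering (22.7%), and 6 numberings are too few for a share under 0.05. Number and donor coincide in the CM groups, so the donor and the batch cannot be told apart there.

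CM-AD 1 lay between the other CM-AD libraries and the stromal CM. Its median share of the log2 difference, over genes chosen without it, was 0.445 toward CM-S/TNF-α (254 genes) and 0.502 toward CM-S (141 genes), against -0.0393 for CM-AD 2 (19 genes) and -0.114 for CM-AD 3 (39 genes). A mixed sample would move genes that are higher and genes that are lower by 1 share of the linear difference, and these shares differed by at least 0.179 (0.179 to 0.248 over 6 stromal libraries as partner, each interval above 0). This cannot decide on a mixed sample. CM-AD 2 and 3, of other donors, stood in for the unmixed CM-AD of this donor, which was not measured. A culture batch shared by number is argued against, since Ctrl 1 deviated by a median share of 0.0152 over the same genes. A mixed sample stays open. The response of this donor's adipocyte CM, or the extent to which the stromal cells had differentiated, stays open too and was not tested.

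For each comparison, the 6 libraries can be split into 10 pairs of groups, too few for a share under 0.05. The real grouping gave 393 genes for CM-S, 613 for CM-S/TNF-α and 50 for CM-AD against Ctrl, and 43 and 186 for CM-AD against CM-S and CM-S/TNF-α, with a highest other of 0 in each, so that 1 of 10 splits was as large. For CM-S/TNF-α against CM-S the real count was 0 genes by limma (211 at an unadjusted p under 0.05), the highest other was 0, and 10 of 10 splits were as large. The splits that part all 3 pairs of a number gave 0 genes too.

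Some responses differed between CM by a test of the difference itself, all relative to CM-AD. PAX4 was lower with CM-AD than with CM-S (log2 fold change -2.77) and than with CM-S/TNF-α (-3.10). These calls of PAX4 ended without CM-S 1, CM-S 3, CM-AD 2 or CM-AD 3 (adjusted p up to 0.145) and without CM-S/TNF-α 1 (adjusted p up to 0.0508). SMAD7 (-2.47) and BMPR2 (-0.98) were lower with CM-AD than with CM-S/TNF-α. NKX6-3 (2.57), MAFA (1.65) and HADH (1.20) were higher with CM-AD than with CM-S/TNF-α.

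Other signals lay in genes that the paper does not discuss. Proliferation genes had a median log2 fold change of -0.23 with CM-S (camera of limma, adjusted p = 0.00178, or adjusted p = 0.0440 with an estimated correlation), with 0 genes called by limma and 2 lower when adjusted over the list alone, MCM3 (-0.50) and E2F1 (-0.46). PPAR targets had a median of 0.29 with CM-AD (adjusted p = 7.42e-04, or adjusted p = 0.0219 with an estimated correlation), with CPT1A called and CPT1A and PDK4 higher when adjusted over the list alone. ATP6V1G2-DDX39B, a readthrough transcript that shares its reads with ATP6V1G2 and DDX39B, had 5.06 with CM-S and is uncertain for that reason. PRG4, a lubricating proteoglycan, had 4.81 with CM-S and 4.85 with CM-S/TNF-α, from 18.2 ± 15.4 normalized counts in Ctrl. SLC6A17, a neuronal amino acid transporter, had 4.93 with CM-S/TNF-α, from 158 ± 101 in Ctrl. With CM-AD, CEBPD, a transcription factor of acute-phase responses, had 3.27, from 32.6 ± 11.4 in Ctrl, and SLC38A4, an amino acid transporter, had 2.81, from 407 ± 200. Groups of 3 libraries were not tested for outlying samples.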

How the results depend on the processing

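Pseudocounts of 0.5 and 5, equal library totals, a fit with neither trend nor robust estimation and the libraries without the 4 numbered 3 were chosen after seeing the data. The planned tests on counts (edgeR, DESeq2 with and without independent filtering or a fold, voom, DESeq2's factors in edgeR and filterByExpr) were not run because the values are not counts. No result reversed under any alternative that was run, and the cause was not tested where a result changed, beyond the construction of the alternative itself. Counts stayed within 1.5 times under upper-quartile scaling, other filters, both pseudocounts, equal totals and a fold of at least 1.5.

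The counts of changed genes, 393, 613 and 50 for CM-S, CM-S/TNF-α and CM-AD against Ctrl and 43 and 186 for CM-AD against CM-S and CM-S/TNF-α, moved with the threshold, the spread, the libraries and the block. At an adjusted p under 0.1 they were 730, 1030, 77, 137 and 374, and under 0.01 they were 134, 202, 17, 0 and 21. With neither trend nor robust estimation they were 255, 396, 17, 0 and 48. Without the 4 libraries numbered 3 they were 249, 611, 30, 2 and 36. With only the 2 groups compared they were 330, 481, 10, 0 and 65. A fold of at least 2 left 387 for CM-S/TNF-α. The zeros are limma's at those settings, against 1568 genes at an unadjusted p under 0.05 for CM-AD against CM-S. CM-S/TNF-α against CM-S kept 0 genes by limma (211 at an unadjusted p under 0.05) at all of these.

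Without a block, leaving out 1 library gave 148 (CM-S 1) to 458 (CM-AD 3) genes for CM-S, with 176 without Ctrl 1, 166 without Ctrl 2 and 192 without CM-S 3. For CM-S/TNF-α it gave 203 (CM-S/TNF-α 1) to 680 (CM-AD 3), with 261 without Ctrl 1, 266 without Ctrl 2 and 378 without CM-S/TNF-α 2. For CM-AD it gave 19 (CM-AD 1) to 44 (CM-S/TNF-α 1 or 3), with 20, 25 and 33 without Ctrl 1, 2 and 3 and 29 and 27 without CM-AD 2 and 3. For CM-S/TNF-α against CM-S it gave 0 to 1 (CM-S/TNF-α 3). For CM-AD against CM-S it gave 0 (CM-S 1, CM-S 3, CM-AD 2 or CM-AD 3) to 145 (CM-AD 1), with 18 and 22 without Ctrl 1 and 2, 94 without CM-S 2 and 26 and 22 without CM-S/TNF-α 1 and 2. For CM-AD against CM-S/TNF-α it gave 0 (CM-S/TNF-α 1) to 268 (CM-AD 1), with 74 without CM-S/TNF-α 2 and 19 and 41 without CM-AD 2 and 3.

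The replicate block over the 12 libraries gave 160 genes for CM-AD against Ctrl, 0 for CM-S/TNF-α against CM-S, 575 for CM-AD against CM-S and 991 for CM-AD against CM-S/TNF-α. The replicate block by donor over the 9 CM libraries gave 0, 519 and 927 for the last 3. CM-S and CM-S/TNF-α share only a number with Ctrl, and their deviations correlated at -0.00288, 0.210 and 0.138 and at 0.0460, 0.287 and 0.446. For them the block moved the counts to 1416 and 1774. In 17 of 18 comparisons a library correlated best with its own number in an earlier group of the order Ctrl, CM-S, CM-S/TNF-α, CM-AD. The exception was CM-S 1 with Ctrl, and the best partners of the Ctrl libraries themselves were not computed. The authors' library labels also run number by number with Ctrl inside each set, without saying what the order stands for. Both are hints, and the paper states no pairing of Ctrl.

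Of the gene lists, cholesterol synthesis with each CM (adjusted p from 3.75e-32 to 0.0376 over all alternatives), STAT3 and IL-6 targets with CM-S and CM-AD (4.47e-22 to 0.0461) and SMAD2/3 targets with both stromal CM (6.75e-06 to 0.0440) passed under every alternative. STAT3 and IL-6 targets with CM-S/TNF-α did not pass with an estimated correlation (0.0670, range 1.63e-06 to 0.0670). SMAD2/3 targets did not pass for CM-AD against Ctrl (0.0566, range 0.0180 to 0.167), and passed among genes with a mean of at least 50 (0.0180) and without Ctrl 1 (0.0354), CM-S 2 (0.0435) or CM-AD 3 (0.0465). Their direct differences, CM-AD against CM-S and CM-S/TNF-α, did not pass with an estimated correlation (0.0949, range 1.93e-05 to 0.0949, and 0.0661, range 5.36e-05 to 0.0661). Beta cell transcription factors did not pass with an estimated correlation with any CM (0.243, 0.213 and 0.189), or with fry for CM-S (0.0590) and CM-AD (0.211), or without Ctrl 1 for CM-S (0.0800) and CM-AD (0.108) and without CM-AD 3 for CM-AD (0.224), with ranges of 0.00243 to 0.243, 0.00191 to 0.213 and 2.98e-04 to 0.224.

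Over genes called in either comparison Pearson's r of the log2 fold changes was 0.976 for CM-S and CM-S/TNF-α, 0.743 for CM-S and CM-AD and 0.689 for CM-S/TNF-α and CM-AD, against 0.794, 0.558 and 0.525 over all genes. These genes were picked for their change. Over genes with a mean log2 CPM of at least 3 it was 0.921, 0.595 and 0.556.

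Of 5145 values of the 210 list results, 91.2% kept both their side of the threshold and their direction, 184 lost the call, 69 gained it and 202 without a call changed direction. Of 4767 values of the 215 called results of single genes, 80.7% kept the call and 919 lost it. Of 4610 values of the 204 others, 94.8% kept both their side and their direction, 100 gained a call and 141 changed direction without a call. With 3 libraries per group, a change by a fold of 2 was recovered in 31% of simulated genes for CM-S, so that many changes of this size were not detectable.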

Differences from the paper's values

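The paper names Benjamini-Hochberg control for its differentially expressed genes, and its statistics section, after the tests used for its graphs, a p under 0.05. It states neither whether that level is the one behind its counts of deregulated genes nor a fold, so that the thresholds may differ (adjusted p under 0.1 gave 730 genes for CM-S, over alternatives from 134 to 1416). The test differs in any case. The paper used the Wald test of DESeq2 on counts, and here limma was run on log2(value + 1). No test on counts was run, so the part of test and threshold in the differences is not known. The paper's count for CM-S is 878 genes, and 393 genes changed here. Of the alternatives set before the data were examined, an adjusted p under 0.1 (730 genes) comes within 1.5 times of the paper's count. Upper-quartile scaling (390), no filter (357), a mean of at least 50 (405), a fold of at least 1.5 (385) or 2 (263), an adjusted p under 0.01 (134), only the 2 groups compared (330), the replicate block (1416) and each library left out (148 to 458) do not.

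The paper's count for CM-S/TNF-α is 1157 genes, and 613 genes changed here. An adjusted p under 0.1 (1030 genes) comes within 1.5 times of it. Upper-quartile scaling (617), no filter (546), a mean of at least 50 (614), a fold of at least 1.5 (585) or 2 (387), an adjusted p under 0.01 (202), only the 2 groups compared (481), the replicate block (1774) and each library left out (203 to 680) do not.

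The paper's count for CM-AD is 141 genes, and 50 genes changed here. The replicate block over the 12 libraries (160 genes) comes within 1.5 times of it. Upper-quartile scaling (53), no filter (41), a mean of at least 50 (50), a fold of at least 1.5 (50) or 2 (37), an adjusted p under 0.01 (17) or 0.1 (77), only the 2 groups compared (10) and each library left out (19 to 44) do not.

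The paper names IL13RA1 among genes induced by CM. IL13RA1 was called with both stromal CM and not with CM-AD (adjusted p = 0.0683, range 2.54e-04 to 0.363), where the replicate block (2.54e-04) and the libraries without those numbered 3 (0.0307, a setting chosen after seeing the values that drops AACS, MNX1, SKIL and SMURF2 with CM-S and CHGA, SKIL and SMURF2 with CM-S/TNF-α) call it. STAT3 and IL6ST, also named, were called with all 3 CM, and SMAD7, SMURF2, SKIL and BMPR2 were called with the stromal CM only, as the paper states.

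The paper lists beta cell genes that fall upon CM treatment. Its 5 transcription factors, NKX6-3, NKX6-1, MAFA, PDX1 and MNX1, and SCG5, AACS and HADH fell with both stromal CM here, and CHGA fell with CM-S/TNF-α. CHGA was not called with CM-S (-0.91, adjusted p = 0.115, range 0.00420 to 0.363), except by the replicate block (0.00420) and without CM-S 2 (0.0476). SCGN was not called with CM-S or CM-S/TNF-α (-0.58 and -0.54, adjusted p = 0.0670 for both, ranges 0.00749 to 0.209 and 0.00832 to 0.259), except by the replicate block (0.00749 and 0.00832), without CM-S/TNF-α 3 for CM-S/TNF-α (0.0419) and at a threshold of 0.1. ENO2 was not called with CM-S or CM-S/TNF-α (-0.35 and -0.34, adjusted p = 0.116 and 0.109, ranges 0.0377 to 0.297 and 0.0384 to 0.302), except by the replicate block (0.0377 and 0.0384). None of these 11 genes was called with CM-AD. For MAFA, NKX6-1 and PDX1 the paper reports a fall by RT-qPCR with omental CM of adipocytes too. Missing calls in these libraries do not contradict that fall.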

Other observations

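Beyond the paths that the paper discusses, few further programs moved in EndoC-βH1. Glucocorticoid targets, 15 measured, shifted upward with CM-AD (median 0.71, camera of limma, adjusted p = 0.0176, or adjusted p = 0.143 with an estimated correlation, against adjusted p = 0.326 and 0.625 with CM-S and CM-S/TNF-α, and adjusted p = 0.438 and 0.249 for CM-AD compared with them directly), with FKBP5 called with CM-AD (0.87, adjusted p = 0.0191), 1, 0 and 3 higher with the 3 CM when adjusted over the list alone and 3 with CM-AD by the block. Of 6 measured PPAR targets CPT1A rose with each CM (2 higher with each when adjusted over the list alone), and the set passed with CM-S/TNF-α (adjusted p = 0.0449, or adjusted p = 0.138 with an estimated correlation) and CM-AD but not with CM-S (adjusted p = 0.0697). Hypoxia and glycolysis genes, 23 measured, were lower with CM-S and CM-S/TNF-α (medians -0.20 and -0.15, adjusted p = 0.0162 and 0.0138, or adjusted p = 0.232 and 0.207 with an estimated correlation) and did not pass with CM-AD (adjusted p = 0.851, 1 higher by the block). Of them ADM, a vasodilator peptide, rose (1.28 and 1.45) while VEGFA (-0.59 and -0.85) and PFKFB4 (-1.01 with CM-S) fell in both, and ALDOC fell with CM-S/TNF-α (-1.27), with 1 higher in each and 5, 6 and 0 lower when adjusted over the list alone. Proliferation genes, 24 measured, were also lower with CM-S/TNF-α (adjusted p = 0.00394, or adjusted p = 0.0600 with an estimated correlation), with MCM3 called (-0.57), and with CM-AD (adjusted p = 0.0410, or adjusted p = 0.0984 with an estimated correlation), with 0 genes called by limma, 0, 0 and 0 higher and 2, 1 and 0 lower when adjusted over the list alone.

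The unfolded protein response (20 genes), oxidative and metal stress (17 genes), cAMP targets (13 genes), apoptosis (20 genes) and extracellular matrix (18 genes) did not pass as sets with any CM. Their adjusted p were 0.428, 0.625 and 0.330, then 0.945, 0.939 and 0.330, then 0.593, 0.633 and 0.683, then 0.219, 0.421 and 0.671, and 0.221, 0.0730 and 0.330 for CM-S, CM-S/TNF-α and CM-AD. Single calls were SESN2 (1.18 and 1.26) with both stromal CM, ERN1 (1.18) with CM-S/TNF-α, PMAIP1 (0.87) with CM-S, CDH1, E-cadherin, with all 3 (1.07, 1.13 and 0.78), ITGB6 (3.13 and 3.38) and COL4A2 (-0.98 and -0.80) with the stromal CM, and TIMP3 (1.20) with CM-S/TNF-α. When adjusted over the list alone the numbers higher with the 3 CM were 2, 2 and 0, then 1, 0 and 0, then 0, 0 and 0, then 3, 2 and 0, and 4, 5 and 2, and those lower were 3, 2 and 0 for the unfolded protein response, 1 with each CM for extracellular matrix and 0 for the others. By the block CM-AD raised 1, 2 and 2 genes of the unfolded protein response, oxidative stress and extracellular matrix and lowered 1 of the last.

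The paper measured 36 genes by RT-qPCR, Western blot or knockdown. In these libraries 14 of them were higher and 6 lower with CM-S, 15 and 8 with CM-S/TNF-α and 9 and 2 with CM-AD (21, 20 and 17 higher and 10, 10 and 7 lower when adjusted over the list alone). By the block 19, 19 and 15 were higher and 9, 10 and 5 lower. Of the STAT targets, FGB was not called with CM-S/TNF-α (1.47, adjusted p = 0.0941), PARP9 had 0.87 and 0.74 with the stromal CM (adjusted p = 0.118 and 0.162), and PLOD2 rose with CM-S/TNF-α (0.44, adjusted p = 0.0488). BMP5 (1.26, 1.26 and 1.23) and C2CD4A (2.57, 2.52 and 2.80) rose with each CM. NFKBIA (0.60, 0.47 and 0.71) and IRF1 (0.77, 0.77 and 1.05) were not called, except with CM-AD by the block (adjusted p = 0.0305 and 0.0271). SCD fell with CM-S/TNF-α (-0.61, adjusted p = 0.0498) and CM-AD (-0.93, adjusted p = 0.0244), and SREBF1 with CM-S/TNF-α (-0.84, adjusted p = 0.0246). HES1 was not called with CM-S (1.67, adjusted p = 0.194), and SOX9 was not called with any CM. By RT-qPCR on more samples the paper reports rises of HES1, SOX9, NFKBIA and IRF1 and a fall of IAPP, and by Western blot more SOX9. A missing call in 3 libraries per group does not contradict these. IAPP had -1.99, -2.49 and 0.27 with the 3 CM (adjusted p = 0.208, 0.0897 and 1), and with the stromal-cell donor as a block it was higher with CM-AD than with CM-S (2.26, adjusted p = 0.270, or 0.0107 by the block) and CM-S/TNF-α (2.76, adjusted p = 0.104, or 0.00296 by the block).

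Compared directly, the largest differences of CM-AD from CM-S were COL27A1 (1.91), SPON1 (1.82), BTBD17 (1.81) and BOC (1.64) among genes higher and ERICH3 (-3.64), SLC6A17 (-3.64), PAX4 and SDC4 (-2.63) among genes lower, of those with a mean log2 CPM of at least 1 whose groups do not overlap. From CM-S/TNF-α they were TCAF2 (3.98), FOXB1 (2.89), NKX6-3 and NEFM (2.48), and ERICH3 (-3.98), SLC6A17 (-3.91), AQP10 (-3.84) and GLT8D2 (-3.20). Between CM-S/TNF-α and CM-S no list passed, and antigen presentation passed with the donor as a block (adjusted p = 0.0179, against 0.258 without it and 0.993 with an estimated correlation), with 0 genes called by limma (211 of all genes at an unadjusted p under 0.05).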
